# *Lnc-C/EBPβ* Modulates Differentiation of MDSCs Through Downregulating IL4i1 With C/EBPβ LIP and WDR5

**DOI:** 10.3389/fimmu.2019.01661

**Published:** 2019-07-17

**Authors:** Yunhuan Gao, Wencong Shang, Dan Zhang, Shiwu Zhang, Xipeng Zhang, Yuan Zhang, Rongcun Yang

**Keywords:** MDSC, lncRNA, IL4il, WDR5, H3K4me3

## Abstract

Myeloid-derived suppressor cells (MDSCs), which play an important role in tumor and inflammatory diseases, are divided into two subsets CD11b^+^Ly6C^hi^Ly6G^−^ monocytic MDSC (Mo-MDSC) and CD11b^+^Ly6C^low/neg^Ly6G^+^ polymorphonuclear MDSC (PMN-MDSC) with different immunosuppressive function. However, it is poorly understood the mechanism(s) to control differentiation of Mo-MDSCs and PMN-MDSCs. Here, we found that *lnc-C/EBP*β may promote PMN-MDSC but impede differentiation of Mo-MDSCs *in vitro* and *in vivo*. We demonstrated that *lnc-C/EBP*β mediated differentiation of MDSCs was through downregulating multiple transcripts such as IL4il. *Lnc-C/EBP*β not only bound to C/EBPβ isoform LIP to inhibit the activation of C/EBPβ but also interacted with WDR5 to interrupt the enrichment of H3K4me3 mark on the promoter region of IL4i1. Data also imply that conserved homo *lnc-C/EBP*β has a similar function with mouse *lnc-C/EBP*β. Since MDSC subsets exert different suppressive function, *lnc-C/EBP*β may be acted as a potential therapeutic target for inflammatory and tumor-associated diseases.

## Introduction

Myeloid-derived suppressor cells (MDSCs) have emerged as a major regulator of immune responses in cancer and other pathological conditions (1–4). In mice, MDSCs are broadly identified as CD11b^+^Gr1^+^cells. The Gr1^+^ subsets may be more accurately identified based on Ly6C and Ly6G markers as CD11b^+^Ly6C^hi^Ly6G^−^ monocytic MDSC (Mo-MDSC) and CD11b^+^Ly6C^low/neg(negative)^Ly6G^+^ polymorphonuclear MDSC (PMN-MDSC) (5, 6). Human MDSCs including monocytic (CD14^+^) MDSCs and PMN (CD15^+^) MDSCs, are described as lineage negative cells that co-express CD11b and CD33 but lack HLA-DR (7). These MDSCs play a pivotal role in cancer progression and other relative diseases by suppressing both innate and adaptive immune responses. However, recent studies have shown that Mo-MDSCs are more prominent than PMN-MDSCs. Mo-MDSCs may rapidly differentiate to tumor-associated macrophages (TAM) in tumor environment (2). Furthermore, Mo-MDSCs can produce large amounts of NO, Arg-1, and immune suppressive cytokines (2). Thus, it is necessary to understand the mechanism(s) to control the differentiation of Mo-MDSCs and PMN-MDSCs.

MDSCs are generated from common myeloid progenitor cells in bone marrow (BM). However, their development is governed by a complex network of signals including promoting accumulation of immature myeloid cells and providing for the pathological activation of these cells (2, 8). Inflammation and tumor-dependent activation of transcription factors, transcriptional co-regulators, and chromatin modifying factors collaborates to determine the differentiation of MDSCs (4, 7). Cytokines such as granulocyte-macrophage colony stimulating factor (GM-CSF) and interleukin (IL-6) could *in vitro* induce development of MDSCs. Transcription factors such as CCAAT/enhancer binding protein β (C/EBPβ), phosphorylated signal transducer of activator of transcription 3 (phospho-STAT3), and C/EBP homologous protein (CHOP) centrally regulate MDSC expansion (1, 4, 7, 9, 10). Recent studies show that epigenetic modification such as lncRNAs (length >200 nucleotides) also play an important role in regulating differentiation and function of immune cells. These lncRNAs can be intergenic (between protein coding genes), intronic, and natural antisense transcripts, or transcribed from divergent enhancers and promoters (11). They may regulate gene expression in diverse biological processes through binding to chromatin-modifying factors, transcription factors (12). Multiple lncRNAs have been described in myeloid derive cells such as *lnc-DC* in dendritic cells (13), *lincRNA-Cox2, lincRNA-EPS*, and *AS-IL-1a* in macrophages (14–16), *lncRNA-Morrbid* in myeloid cells (17). However, effect(s) of lncRNA on differentiation and function of MDSCs is very little understood.

Our previous studies have shown that inflammatory or tumor associated factors may affect the development of MDSCs (18), and also found that differentiation and function of MDSCs may be regulated through microRNA(s), lncRNA and epigenetic modifying factors (19, 20). We here found that *lnc-C/EBP*β, which was identified by us (21), had a novel role in the differentiation of MDSCs. We found that *lnc-C/EBP*β may promote PMN-MDSCs but impede the differentiation of Mo-MDSCs. We demonstrate that *lnc-C/EBP*β may downregulate IL4il to affect the differentiation of MDSCs through binding with *C/EBP*β *LIP* and *WDR5*. These may provide a novel target for controlling MDSC differentiation.

## Materials and Methods

### Mice, Human Samples, and Cell Lines

C57BL/6 mice were purchased from the Beijing Animal Center (Beijing, China) and maintained in a specific pathogen-free (SPF) facility. B6.SJL-CD45a (Ly5a) (CD45.1) mice were purchased from the Model Animal Research Center of Nanjing University (Nanjing, Jiangsu, China). All animal experiments were carried out in accordance with Nankai University Guide for the Care and Use of Laboratory Animals. The peripheral blood and tissues samples from the patients and healthy human were obtained after signing informed consent at People Union Hospital (Tianjin, China). The collection and use of all human samples were approved by the Institute's Human Ethics Committee of Nankai University and in accordance with the Declaration of Helsinki.

Murine melanoma B16, breast cancer 4T1, colon cancer CT26, and human embryonic kidney cell line HEK 293T cells were obtained from the American Type Culture Collection (ATCC, USA). Murine ovarian tumor cell line 1D8 was from Dr. Richard Roden (The Johns Hopkins University School of medicine, USA).

### Reagents

Recombinant murine GM-CSF and IL-6 were purchased from PeproTech (Rocky Hill, NJ). Mouse anti-C/EBPβ, anti-IL4i1, and anti-H3K4me3 were from Abcam (Cambridge, MA). Rabbit anti-WDR5 was from Cell Signaling Technology (Beverly, MA). Mouse anti-V5 was purchased from Thermo Fisher Scientific (Pittsburgh, PA). Anti-Gr1-PE, anti-CD11b-PerCP/Cy5.5, anti-Ly6G-PE, anti-Ly6C-FITC, anti-F4/80-FITC, anti-CD3-PerCP/Cy5.5, anti–CD45-APC, anti–CD45.1-Cy7, anti-CD33-PE, anti-HLA-DR-APC, anti-CD14-FITC, anti-CD15-PE were from BD Biosciences (San Diego, CA).

### siRNAs, Lentiviruses, and Plasmid Construction

siRNAs were from Riobio (Guangzhou, China). siRNA sequences for *IL4i1*and *WDR5* were listed in Supplementary Table S1. ShRNA targets were chosen from the target sequences produced by BLOCK-iT™ RNAi Designer (Invitrogen) and/or by i-Score Designer. ShRNA constructs were made using pGreenPuro™ shRNA cloning and expression lentivector kit (System Biosciences Inc., USA) according to the manual. Control shNC was luciferase control shRNA from the kit. For packaging of lentivirus particles, shRNA lentivectors or *lnc-C/EBP*β lentivectors together with pMD2G and psPAX2 packaging plasmids were co-transfected into 293T cells. The full-length sequences of C/EBPβ LAP/LIP, IL4i1, and WDR5 were amplified using PCR (Primer pairs used were described in Supplementary Table S1). The PCR products were cloned into the pcDNA™3.1/V5-His TOPO® TA plasmid (Invitrogen, USA). The lentiviruses, siRNAs or plasmids were used to transduce or transfect MDSCs.

### Transduction and Transfection

BMCs were collected from C57BL/6 mice and cultured in six-well plate. Human monocytes were collected and isolated from peripheral blood. For transduction, the cells were infected with shRNA lentivectors [50 multiplicity of infection (MOI)] or *lnc-C/EBP*β lentivectors (50 MOI) or control empty lentiviruses (50 MOI) in the presence of 8 μg/ml polybrene (Millipore, USA) by centrifugation and then cultured with complete medium for 24 h. For transfection, the cells were transfected with WDR5 siRNA (100 nM), IL4il siRNA (100 nM), negative control siRNA (100 nM) or pcDNA3.1/WDR5 (4 μg/ml), pcDNA3.1/IL4il (4 μg/ml), and empty pcDNA3.1 control (4 μg/ml) using Lipofectamine™ 3000 (Invitrogen, USA) or HiPerFect transfection reagent (siRNA transfection) (Qiagen, USA) according to the manufacturer's instructions. The cells were then washed and cultured under GM-CSF or GM-CSF plus IL-6 or tumor supernatants for 4 days.

### Generation of Inflammatory and Tumor Associated MDSCs

Inflammatory factors associated MDSCs were generated by culturing bone marrow cells of C57BL/6 mice in flask or 6-well plate for 4 days in the presence of 5% FBS medium containing GM-CSF (40 ng/ml) only or GM-CSF (40 ng/ml) plus IL-6 (40 ng/ml) (20). To prepare tumor cell supernatant-induced CD11b^+^Gr1^+^ MDSCs *in vitro*, 5 × 10^4^ 1D8, 4T1, CT26, or B16 tumor cells (upper chamber) were co-cultured with 2 × 10^6^ BMCs (lower chamber) in a 24-transwell plate in the presence of GM-CSF (40 ng/ml) for 4 days. Human MDSC-like cells were generated according to previous reported methods (22).

### Microarray

Microarray of coding mRNA in *lnc-C/EBP*β knockdown MDSC was performed using Affymetrix GeneChip mouse Genome 430 2.0 array by Beijing Capitalbio Technology Co., Ltd. Briefly, total RNA was extracted using Trizol (Life Technologies). Contaminating DNAs were removed using RNeasy spin columns (Qiagen). The quality of isolated RNA samples was evaluated with an Agilent Bioanalyzer 2100 (Agilent technologies) and the purified RNA was quantified using a NanoDrop ND-2000 spectrophotometer (Infinigen Biotechnology Inc.). Microarray of coding mRNA in *lnc-C/EBP*β knockdown MDSC was performed using Affymetrix GeneChip mouse Genome 430 2.0 array. The R software (v.2.13.0) platform was applied to analyze the microarray data, and the limma (linear regression model) package was used to statistically analyze differentially expressed genes. The expression levels of mRNAs at each time point were compared with control. Genes having a fold change > 2 or < −2 and an adjusted *p* < 0.05 were considered as differentially expressed. Microarray GEO accession number GSE104571.

### Flow Cytometry

Cells were collected and rinsed twice with ice cold PBS, incubated with FITC-, PE-, percy5.5-, or APC-labeled antibodies for 30 min in PBS with 1% FBS according to our previous method (23). After washed twice, cells were resuspended in PBS and analyzed using a FACScan flow cytometer (BD Biosciences). Dead cells were eliminated through 7-AAD staining.

### RNA Extraction and qRT-PCR

Total RNA was extracted from the cells, tissues, and organs using TRIzol reagent (Invitrogen). First-strand cDNA was generated from total RNA using oligo-dT/random primer mix and reverse transcriptase (Invitrogen Corp). Quantitative real-time PCR (qRT-PCR) was conducted using QuantiTect SYBR Green PCR Master Mix (Qiagen) and specific primers in an ABI Prism 7000 analyzer (Applied Biosystems). GAPDH mRNA expression was detected in each experimental sample as an endogenous control. The fold changes were calculated using the ΔΔCt method according to the manufacturer's instructions (Applied Biosystems). All the reactions were run in triplicate.

### Western Blot Analyses

Cells were harvested at the indicated times and rinsed twice with ice cold PBS. Cell extracts were prepared with lysis buffer and centrifuged at 13,000 g for 10 min at 4°C. Protein samples were electrophoresed using 12% polyacrylamide gels and transferred to PVDF membranes. After the membranes were blocked with 5% skim milk powder for 1 h at room temperature, they were incubated with first antibody in TBST overnight at 4°C. Secondary antibodies with horseradish peroxidase (HRP) (1:5000) were labeled according to our previous method (23). The signals were checked by autoradiography film when HRP substrate was added to the membranes.

### Immunostaining and RNA Fluorescence *in situ* Hybridization

Immunostaining and RNA Fluorescence *in situ* hybridization (RNA-FISH) were performed according to reported protocol (24). Cells were first slicked on sterile and 0.01% poly-lysine-treated slides in the bottom of 6-well tissue culture dish. After that, the slides were processed sequentially with ice-cold CSK buffer, CSK+0.4% Triton X-100 buffer, and CSK buffer for 30 s for cell membrane perforation. The slides were then treated with 4% PFA for 10 min and cold 70% ethanol three times for cells fixation. After rinsed three times with ice cold PBS, the slides were blocked in pre-warmed 5% goat serum for 30 min at 37°C. Then, the slides were incubated with primary antibody at 37 °C for 1 h, washed three times with 1×PBS/0.2% Tween-20 for 3 min on a rocker, and then incubated with secondary antibody at 37°C for 30 min. After washing three times with 1×PBS/0.2% Tween-20, the slides were fixed with 2% PFA at room temperature for 10 min. The slides were dehydrated by moving them through a room temperature ethanol series (85, 95, and 100% ethanol) for 2 min each, and air-dried at room temperature for 15 min and hybridized using the indicated probes overnight at 37°C in a humid chamber. After washing with 2× SSC/50% formamide, 2× SSC, and 1× SSC each for three times, DAPI dye was added. Finally, the slides were sealed, and then observed using confocal microscope.

### Chromatin Immunoprecipitation-PCR

Chromatin immunoprecipitation (CHIP)-PCR was performed using EZ-CHIP™ chromatin immunoprecipitation kit (Millipore, USA) according to the reported method (25). MDSCs were crosslinked with 1% paraformaldehyde and incubated with rotation at room temperature. Crosslinking was stopped after 10 min with glycine to a final concentration of 0.125 M and incubated 5 min further with rotation. Cells were washed with ice cold PBS (containing 1% PMSF) 3 times and immediately resuspended in SDS lysis buffer (containing 1% PMSF). Cell lysates were sonicated for 40 cycles of 30 s ON and 30 s OFF in 10 cycle increments using a Biorupter (Diadenode) on ice. After pelleting debris, protein G agarose was added and incubated for 1 h at 4°C with rotation for preclearing. For immunoprecipitation, pre-cleared cell lysate was incubated with the indicated antibodies (1 μg per 2 million cells) overnight with the rotation at 4°C and protein G agarose was added for the final 2 h of incubation. Beads were washed with low salt, high salt, LiCl wash buffer, and chromatin immunocomplex was eluted using elution buffer through incubating at room temperature for 15 min. Reverse crosslinks of protein/DNA complexes to free DNA were realized through adding 5 M NaCl and incubating at 65°C overnight. qPCR was performed on DNA purified after treatment with RNase (30 min, 37°C) and proteinase K (2 h, 55°C) after reversal of crosslinks.

### RNA Immunoprecipitation (RIP)

RNA immunoprecipitation (RIP) was performed according to previously reported protocol (24). Briefly, the cells were harvested, washed, added ice cold IP lysis buffer (Thermo Scientific Pierce) containing 0.5% ribonuclease inhibitor (Invitrogen), and incubated on ice for 5 min with periodic mixing. Then the lysates were transferred into a microcentrifuge tube and centrifuged at 13,000 g for 10 min to pellet the cell debris at 4°C, and the supernatants were transferred into a new tube, and protein G agarose was added and incubated for 1 h at 4°C with rotation for preclearing. The immunoprecipitating antibody was added and incubated overnight at 4°C with rotation. Protein G agarose was pelleted by brief centrifugation (3,000 g for 1 min) and then washed sequentially with IP lysis buffer (containing 0.5% ribonuclease inhibitor). Finally, RNA was extracted from protein/RNA complexes on the beads using TRIzol reagent and dissolve in DEPC-water and quantified by qPCR.

### Immunoprecipitation-MASS

Immunoprecipitation (IP)-MASS was performed according to our previous method (20). Briefly, the MDSCs were lysed in IP lysis buffer (Pierce) containing 10% PMSF. Protein A/G magnetic beads (Pierce) were first added into the cell lysates for pre-clearing. The supernatants were collected after centrifuging at 12,000 rpm and then immunoprecipitated overnight at 4°C with the indicated antibodies. Protein A/G Magnetic Beads were added into cell lysates and incubated for additional 3 hrs. After being washed with IP lysis buffer for five times, Protein A/G Magnetic Beads were denatured and resolved by SDS-PAGE gels, and followed by silver staining. The gel lanes containing the immunopurified samples were excised for liquid chromate graphy-tandem MS (LC-MS/MS) analysis by Tsinghua University.

### RNA-Protein Pull-Down Analyses

RNA-protein pull-down analyses were performed using Pierce™ magnetic RNA-protein pull-down kit. MDSCs were harvested and cell lysates were prepared using IP lysis buffers (Thermo Scientific Pierce, USA) (26). *Lnc-C/EBP*β was transcribed (NEB, manual HiScribe T7 *in vitro* transcription Kit) and labeled using RNA 3′ Desthiobiotinylation Kit (Thermo Scientific Pierce) *in vitro*. 50 ul beads and 50 pmol of labeled RNA were added into RNA capture buffer, and incubated for 30 min at room temperature with agitation to binding of labeled *lnc-C/EBP*β to streptavidin magnetic beads. After washing beads with an equal volume of 20 mM Tris (pH 7.5), 100 μL of 1× protein-RNA binding buffer was added into the beads and mixed well. 100 μL of master mix of RNA-protein binding reaction was added to the RNA-bound beads, mixed by pipetting and then incubated 60 min at 4°C with rotation to binding of RNA-binding proteins to RNA. After washing beads with 100 ul wash buffer for twice, 50 μL of elution buffer was added, and incubated 30 min at 37°C with agitation. The samples were analyzed on a gel.

### Statistical Analyses

Statistical analyses were performed using two-tailed student's *t*-test and GraphPad Prism 5 software. A 95% confidence interval was considered significant and defined as *p* < 0.05. ^*^ indicates *p* < 0.05, ^**^p < 0.01, ^***^p < 0.001.

## Results

### Different Levels of *Lnc-C/EBPβ* Expression in PMN-MDSC, Mo-MDSC, and Macrophages

Our previous studies have shown that *lnc-C/EBP*β negatively regulates suppressive function of MDSCs (21). Since lncRNAs often exert multiple effects on the function and differentiation of the cells, we here investigated the role of *lnc-C/EBP*β in the differentiation of MDSCs. We first examined the expression levels of *lnc-C/EBP*β in different MDSC subsets. BMCs were cultured *in vitro* for 4 days in the presence of GM-CSF and IL-6. MDSC subsets were sorted by flow cytometry and analyzed using qRT-PCR, immunostaining, and RNA-FISH. Data showed that *lnc-C/EBP*β could be detected in PMN-MDSC, Mo-MDSC, and F4/80^+^macrophage. However, the level of *lnc-C/EBP*β in PMN-MDSCs was significantly higher than in Mo-MDSCs and F4/80^+^macrophages (Figures 1A,B). Importantly, isolated PMN-MDSCs from WT mice bearing melanoma B16, colon cancer CT26, ovarian cancer ID8, and breast cancer 4T1 had also higher levels of *lnc-C/EBP*β than in Mo-MDSCs and F4/80^+^macrophages (Figure 1C). These data indicate that there exist different levels of *lnc-C/EBP*β in PMN-MDSCs, Mo-MDSCs, and macrophages.

**Figure 1:**
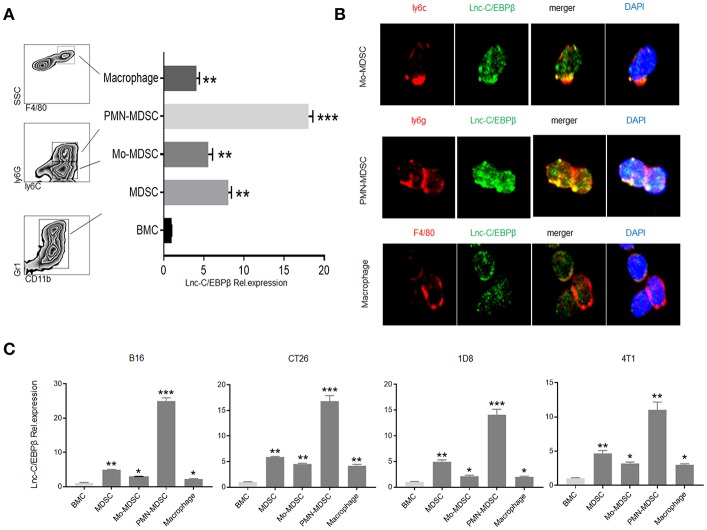
Different levels of *lnc-C/EBP*β in PMN-MDSCs, Mo-MDSCs, and macrophages. **(A)** QRT-PCR of *lnc-C/EBP*β in the MDSC subsets isolated from GM-CSF plus IL6 mediated MDSCs. **(B)** Fluorescence *in situ* hybridization of *lnc-C/EBP*β in mouse MDSC subsets. **(C)** QRT-PCR of mouse *lnc-C/EBP*β in MDSC subsets isolated from the tumor of mice bearing melanoma B16, colon cancer CT26, ovarian cancer 1D8, and breast cancer 4T1. Data in **(A,C)** are a representative of three independent measurements. Two-tailed, paired *T*-test was used in **(A,C)**. ^*^p < 0.05; ^**^p < 0.05; ^***^p < 0.001.

### *Lnc-C/EBPβ* Promotes PMN-MDSC but Impedes Differentiation of Mo-MDSC

MDSCs could be induced by inflammatory cytokines and tumor cells (Figure 2A). Compared with GM-CSF alone, GM-CSF plus IL6 mediated MDSCs contained lower percentage of Ly6C^+^ cells (Figure 2A). Our previous studies found that the expression of *lnc-C/EBP*β may be regulated by IL 6, and *lnc-C/EBP*β may potentially promote the differentiation of PMN-MDSC (Ly6G^high^ CD11b^+^Ly6C^Low/neg^) (21). Consistent with this finding, *lnc-C/EBP*β knockdown inhibited BMCs to differentiate into Gr1^high^ CD11b^+^ MDSCs; whereas exogenous *lnc-C/EBP*β promoted the differentiation of Gr1^high^CD11b^+^MDSCs (Figure 2B), indicating that *lnc-C/EBP*β may promote the differentiation of PMN-MDSCs. *Lnc-C/EBP*β transduction decreased the fraction of CD11b^+^Ly6C^high^Ly6G^−^ Mo-MDSC subpopulation; whereas the percentages and absolute cell number of Mo-MDSCs increased in *lnc-C/EBP*β silencing bone marrow cells (BMCs) (Figure 2C), suggesting that *lnc-C/EBP*β not only promotes the differentiation of PMN-MDSCs but also impedes differentiation of MDSCs into Mo-MDSCs. Notably, F4/80^+^ macrophages significantly increased after *lnc-C/EBP*β knockdown. The exogenous *lnc-C/EBP*β also inhibited the differentiation of MDSCs into F4/80^+^ macrophages (Figure 2D). We further proved the validity of *lnc-C/EBP*β lentivirus by qRT-PCR and fluorescence microscopic imaging of green fluorescent protein in lentivirus infected cells (Figure 2E), and also excluded the effect of off-target by a dose-dependent experiment (Figure 2F), different shRNA to transfect BMCs and inflammatory responses (Supplementary Figures 1A–C). All of these indicate that *lnc-C/EBP*β may inhibit BMCs into Mo-MDSC/macrophages. To further confirm the effects of *lnc-C/EBP*β on the differentiation of MDSCs, we next employed a mouse CD45.1^+^ bone marrow cell (BMC) chimera model to investigate the effects of *lnc-C/EBP*β on MDSC differentiation *in vivo*. CD45.1^+^ BMCs from homogeneous mice were transduced with *lnc-C/EBP*β shRNA/lentiviruses and then injected into B16 tumor-bearing WT mice via tail vein at the indicated time (Figure 3A). Once mice were injected by exogenous *lnc-C/EBP*β transduced CD45.1^+^ BMCs, the proportion, and absolute cell number of CD11b^+^Ly6C^high^Ly6G^−^Mo-MDSC populations significantly decreased in the tumor-bearing mice; whereas increased Mo-MDSCs could be observed in those tumor bearing mice injected with *lnc-C/EBP*β knockdown CD45.1^+^ BMCs (Figure 3B). PMN-MDSCs increased in these mice injected with *lnc-C/EBP*β transduced CD45.1^+^ BMCs but decreased in the mice with *lnc-C/EBP*β knockdown CD45.1^+^ BMCs (Figure 3B). CD45.1^+^ cells could be detected in the tumor of mice injected by *lnc-C/EBP*β–transduced BMCs (Figure 3C), indicating successful establishment of the mouse model. To further confirm the effects of *lnc-C/EBP*β on the differentiation of BMCs, mice were also injected by exogenous *lnc-C/EBP*β transduced CD45.1^+^ BMC (Figure 3D). The proportion and absolute cell number of CD11b^+^Ly6C^high^Ly6G^−^Mo-MDSC populations significantly decreased in the spleen of mice; whereas increased Mo-MDSCs could be seen in the mice injected with *lnc-C/EBP*β knockdown CD45.1^+^ BMCs (Figure 3E). PMN-MDSCs increased in mice injected with *lnc-C/EBP*β transduced CD45.1^+^ BMC but decreased in mice with *lnc-C/EBP*β knockdown CD45.1^+^ BMC (Figure 3E). CD45.1^+^ cells could be detected in the spleen of mice injected by *lnc-C/EBP*β transduced BMCs (Figure 3F). Taken together, *lnc-C/EBP*β not only promotes the differentiation of PMN-MDSCs but also impedes MDSCs to Mo-MDSCs.

**Figure 2:**
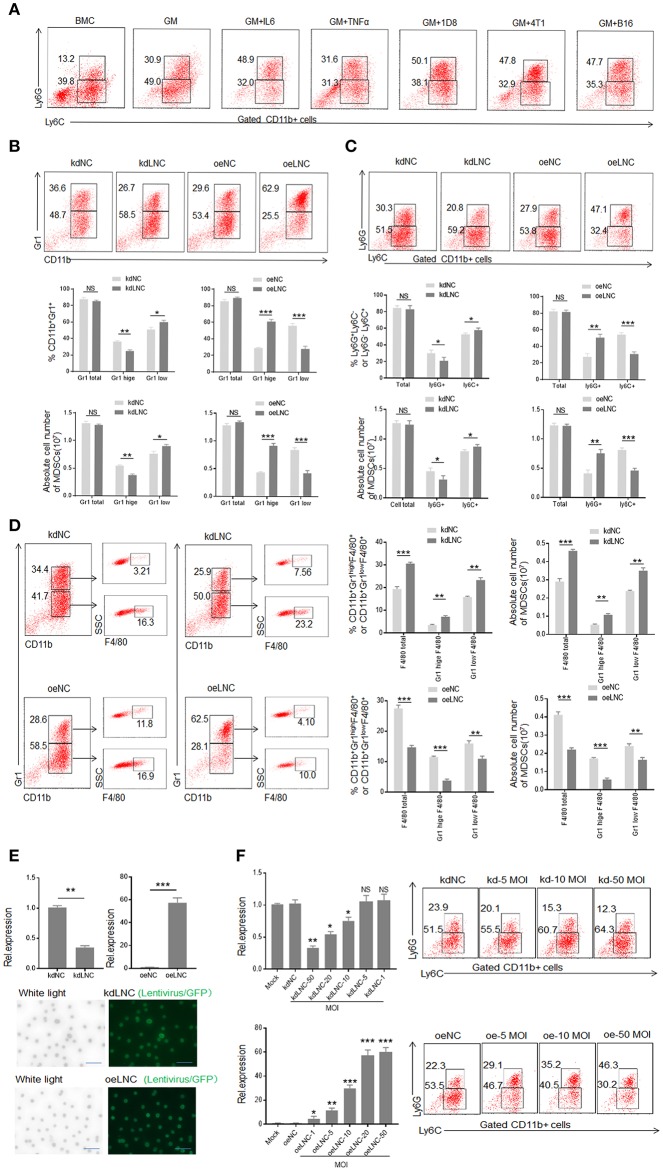
*Lnc-C/EBP*β promotes differentiation of PMN-MDSC but impedes Mo-MDSC *in vitro*. **(A)** Flow cytometry of inflammatory cytokine and tumor mediated CD11b^+^Ly6G^+^Ly6C^−^ and CD11b^+^Ly6G^−^Ly6C^+^ MDSCs. 1D8, mouse ovarian carcinoma; 4T1, mouse breast cancer; B16, mouse melanoma. BMC, bone marrow cells; GM, GM-CSF. **(B)** Flow cytometry of Gr1^+^CD11b^+^, Gr1^hi^CD11b^+^, and Gr1^low^CD11b^+^ MDSCs in *lnc-C/EBP*β knockdown or exogenous *lnc-C/EBP*β treated MDSCs. The percentages and absolute number of cells were compared (*n* = 3). **(C)** Flow cytometry of CD11b^+^Ly6G^+^Ly6C^−^ and CD11b^+^Ly6G^−^Ly6C^+^ MDSC in *lnc-C/EBP*β knockdown or exogenous *lnc-C/EBP*β treated MDSCs. The percentages and absolute number of cells were compared (*n* = 3). **(D)** Flow cytometry of *lnc-C/EBP*β nockdown and extinct *lnc-C/EBP*β treated MDSCs. After culturing for 4 days, *lnc-C/EBP*β knockdown and extinct *lnc-C/EBP*β treated MDSCs were analyzed by staining using anti-Gr-1, anti-CD11b, and F4/80 antibody. The percentages and absolute number of cells were compared (*n* = 3). **(E)** QRT-PCR of mouse *lnc-C/EBP*β in MDSCs after transfecting with *lnc-C/EBP*β lentivirus (upper) and fluorescence microscopic imaging of green fluorescent protein in lentivirus infected cells (lower). **(F)** QRT-PCR of mouse *lnc-C/EBP*β in cells transfected with different concentrations of lentivirus and flow cytometry of CD11b^+^ly6G^+^Ly6C^−^, CD11b^+^ly6G^−^Ly6C^+^ MDSCs in *lnc-C/EBP*β lentivirus treated MDSCs. MOI, multiplicity of infection; kdLNC(kd), lentivirus/*lnc-C/EBP*β shRNA; oeLNC(oe), lentivirus/*lnc-C/EBP*β; kdNC and oeNC, control lentiviruses. Data are a representative of at least three experiments. Absolute number = total cell number × percentage of MDSC subsets. Two-tailed, paired *T*-test was used in B-F. *p < 0.05; **p < 0.05; ^***^p < 0.001. NS, no significant.

**Figure 3:**
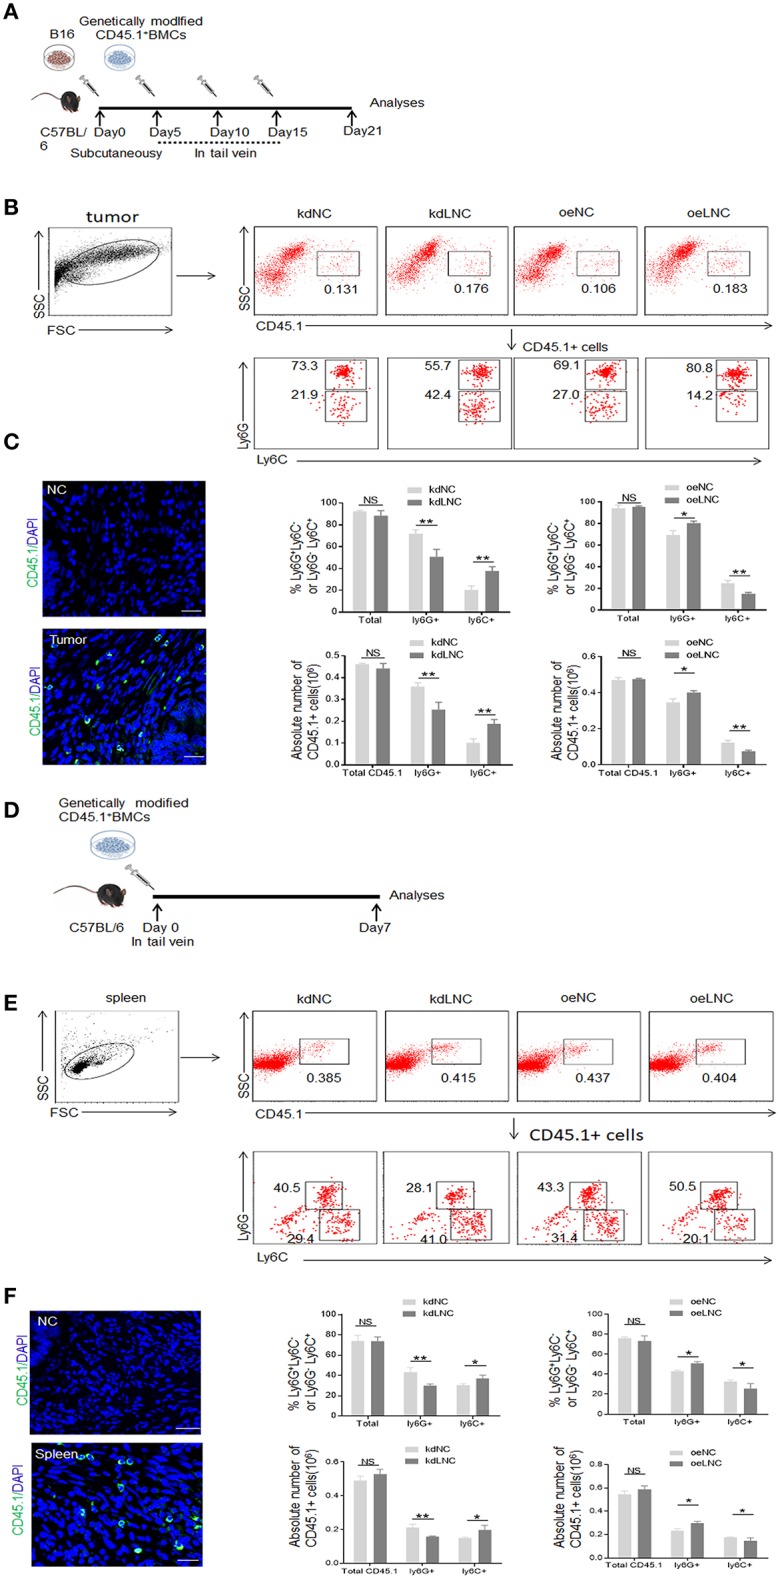
*Lnc-C/EBP*β promotes differentiation of PMN-MDSC but impedes Mo-MDSC *in vivo*. **(A)** Schematic of the experiment. *Lnc-C/EBP*β lentivirus treated CD45.1^+^ BMCs were injected into B16 tumor bearing WT mice in tail vein, and after 21 days the tumor CD45.1 cells were analyzed. **(B)** Flow cytometry of MDSCs in mouse tumor after injecting *lnc-C/EBP*β lentivirus treated CD45.1^+^BMCs. The percentage changes and absolute cell number of CD45.1^+^ cell of MDSC subsets were compared (*n* = 6). **(C)** Confocal microscopy of CD45.1^+^ cells in tumor. Green, CD45.1; blue, DAPI; NC, isotypic Ab. Scale bars = 100 μm. **(D)** Schematic of the experiment. *lnc-C/EBP*β lentivirus treated CD45.1^+^ BMCs were injected into WT mice in tail vein, and after 1 week the spleen CD45.1 cell was analyzed. **(E)** Flow cytometry of MDSCs in mouse spleen after injecting *lnc-C/EBP*β lentivirus treated CD45.1^+^MDSCs. The percentage changes and the absolute cell number of CD45.1^+^ MDSC subsets were compared (*n* = 6). **(F)** Confocal microscopy of CD45.1^+^ cells in spleen. Green, CD45.1; blue, DAPI; NC, isotypic Ab. Scale bars = 100 μm. kdLNC, lentivirus/*lnc-C/EBP*β shRNA; oeLNC, lentivirus/*lnc-C/EBP*β; kdNC and oeNC, control lentiviruses. Flow cytometry in **(B,E)** is a representative of at least three experiments. Absolute number = total CD45.1^+^ cell number in spleen or tumor × percentage of CD45.1^+^ MDSC subsets. Two-tailed, paired *T*-test was used in **(B,D)**. ^*^p < 0.05; ^**^p < 0.05; NS, no significant.

### *Lnc-C/EBPβ* Mediated Differentiation of MDSCs Is Through Downregulating Expression of Interleukin 4 Induced Gene-1

LncRNAs may exert its role through regulating gene expression (15, 27, 28). To find *lnc-C/EBP*β associated gene (s), which potentially affect the differentiation of MDSCs, we analyzed gene expression pattern of *lnc-C/EBP*β knockdown MDSCs using a microarray (Figure 4A). Data showed that *lnc-C/EBP*β knockdown affected multiple gene expression such as interleukin 4-induced gene-1(IL4i1). As shown (Figure 4A, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE104571), IL4i1 was remarkably upregulated in *lnc-C/EBP*β knockdown MDSCs. The higher levels of expression could be further confirmed by qRT-PCR and immunoblot in these *lnc-C/EBP*β knockdown cells (Figure 4B). IL4i1 plays a critical role in the differentiation of monocyte/macrophages (29–31). Isolated PMN-MDSCs from WT mice bearing B16 tumor had much lower level of IL4i1 than Mo-MDSC and F4/80^+^ macrophages (Figure 4C), implying a potential role of IL4i1 in regulating the differentiation of MDSC subpopulations. We next used loss- and gain-of function studies to investigate the effects of IL4i1 on the differentiation of MDSCs. IL4i1 knockdown decreased the proportion of CD11b^+^ Ly6C ^high^Ly6G^−^ Mo-MDSC subpopulation; whereas the percentages of Mo-MDSC increased in exogenous IL4i1 transfected BMCs (Figure 4D). The proportion of CD11b^+^Ly6C^high^Ly6G^−^ Mo-MDSC populations significantly increased in the spleen of mice injected by exogenous IL4il transfected CD45.1^+^BMC. The increased CD11b^+^Ly6C^high^Ly6G^−^ Mo-MDSC could not be seen in the mice injected with IL4il knockdown CD45.1^+^ BMCs (Figure 4E). F4/80^+^ macrophages significantly decreased after *IL4i1* knockdown; whereas exogenous *IL4i1* promoted differentiation into F4/80^+^ macrophages (Figure 4F). The exogenous IL4i1 also inhibited the differentiation Ly6G^high^ CD11b^+^Ly6C^Low/neg^ PMN-MDSCs; but IL4il knockdown promoted the differentiation of PMN-MDSCs (Figures 4D–F). We further confirmed the validity of siRNA and excluded the effect of off-target by using different kinds and doses of siRNAs to transfect BMCs (Figure 4G, Supplementary Figure 1D). Thus, IL4il promotes the differentiation of Mo-MDSCs but impedes MDSCs into PMN-MDSCs. Since *lnc-C/EBP*β may downregulate the expression of IL-4il, these data indicate that IL4il is involved in *lnc-C/EBP*β mediated differentiation of MDSCs.

**Figure 4:**
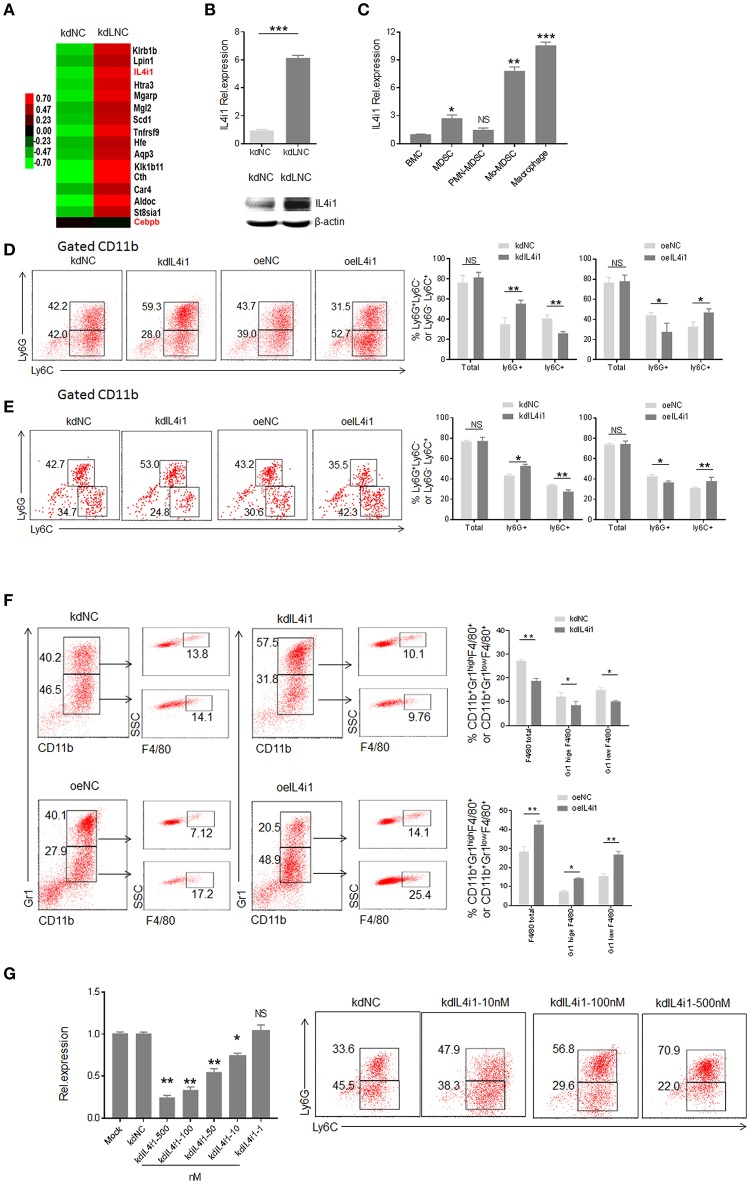
*lnc-C/EBP*β mediated differentiation of MDSCs depends on IL4il. **(A)** Gene expression in *lnc-C/EBP*β knockdown treated MDSC. **(B)** QRT-PCR (upper) and immunoblotting (lower) of IL4il in *lnc-C/EBP*β knockdown MDSCs. **(C)** QRT-PCR of IL4i1 in the MDSC subsets isolated from WT mice bearing B16 tumor. **(D)** Flow cytometry of CD11b^+^ly6G^+^Ly6C^−^, CD11b^+^ly6G^−^Ly6C^+^ MDSCs in IL4il knockdown cells or exogenous IL4i1 treated MDSCs. The percentages were compared (right, *n* = 3). **(E)** Flow cytometry of MDSCs in mouse spleen after injecting *IL4i1* knockdown or exogenous *IL4il* treated CD45.1^+^ BMCs. Percentage changes of CD45.1^+^ MDSC subsets was compared (right, *n* = 6). **(F)** Flow cytometry of IL4il siRNA or IL4il transfected MDSCs. After culturing for 4 days, IL4il siRNA or IL4il transfected MDSCs were analyzed by staining using anti-Gr-1, anti-CD11b, and F4/80 antibody. **(G)** QRT-PCR of mouse IL4i1 in cells transfected with different concentrations of siRNAs and flow cytometry of CD11b^+^ly6G^+^Ly6C^−^, CD11b^+^ly6G^−^Ly6C^+^ MDSCs in *IL4i1* knockdown treated *MDSCs*. kdIL4il, IL4il siRNA; oeIL4i1, IL4il plasmid; kdNC, siRNA control; oeNC, empty/pcDNA.3.1plasmid. Data in **(D–G)** are a representative of at least three experiments. Two-tailed, paired *T*-test was used in **(B–G)**. ^*^p < 0.05; ^**^p < 0.05; ^***^p < 0.001. NS, no significant. Also see “https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE104571”.

### Binding of *Lnc-C/EBPβ* With C/EBPβ Isoform LIP and WDR5 Is Required for *Lnc-C/EBPβ* Mediated Downregulation of IL4il

We next sought to determine underlying molecular mechanism(s) by which *lnc-C/EBP*β regulates expression of IL4il, which impedes the differentiation of Mo-MDSC. Consistent with previous findings (21), *lnc-C/EBP*β could bind with C/EBPβ isoform LIP to impede the activation of C/EBPβ (Figures 5A,B). Genome browser images showed that there had the binding site of C/EBPβ in the 5′ region of IL4il (Figure 5C). In the *lnc-C/EBP*β knockdown cells, CHIP-qPCR showed the increased C/EBPβ; whereas extrinsic *lnc-C/EBP*β reduced the enrichment of C/EBPβ in the 5′ region of IL4il (Figure 5D). All of these support that binding of *lnc-C/EBP*β with C/EBPβ isoform LIP may be involved in the regulation of IL4il gene.

**Figure 5:**
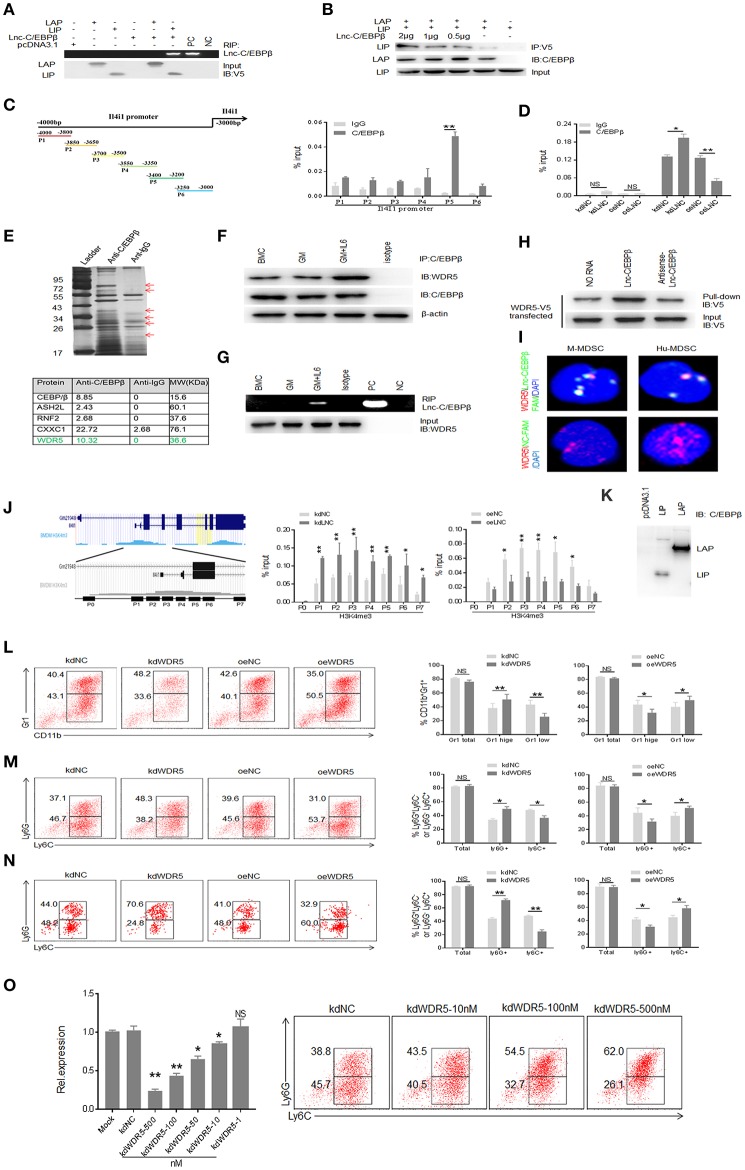
Binding of *lnc-C/EBP*β with C/EBPβ isoform LIP and WDR5 is required for *Lnc-C/EBP*β mediated Differentiation of MDSC. **(A)** RIP in V5-tagged LAP or LIP and lnc-C/EBPβ cotransfected HEK293T cells. RIP was performed using anti-V5 antibody and then PCR for lnc-C/EBPβ. pcDNA3.1, control plasmid; PC, positive control; NC, water. **(B)** Immunoblot of LAP and LIP in HEK293T cells. LIP/pcDNA3.1 (without V5-tagged), V5-tagged LAP/pcDNA3.1, and different concentrations of lnc-C/EBPβ pcDNA3.1 plasmids were cotransfected into 293T cells. IP was performed using V5 antibodies, and then immunoblot using anti-C/EBPβ (specific for both LAP and LIP). **(C,D)** CHIP-PCR on the promoter of IL4il of MDSCs. **(E)** IP-MASS of C/EBPβ interacting proteins (upper); Five C/EBPβ interacting partners associated with WDR5 were listed (lower). **(F)** Immunoblot of C/EBPβ and WDR5 interaction in GM-CSF alone and GM-CSFplusIL-6 mediated MDSCs. **(G)** RIP-PCR for *lnc-C/EBP*β used WDR5 antibody in differently generated MDSCs. **(H)** RNA-protein pull-down in *lnc-C/EBP*β and WDR5-V5 co-transfected HEK293T cells. No RNA and antisense RNA as control. **(I)** Immunostaining and RNA-FISH in mouse MDSC (M-MDSC, left) and human monocytes (Hu-MDSC, right). Red, WDR5; Green, *lnc-C/EBP*β; Blue, nuclei. **(J)** CHIP-PCR in the H3K4me3 enrichment region on the promoter of IL4il. **(K)** Immunoblotting of LAP and LIP in transfected HEK293T cells using anti-C/EBPβ antibody. 293T cells did not express LAP and LIP. **(L)** Flow cytometry of Gr1^+^CD11b^+^, Gr1^hi^CD11b^+^, and Gr1^low^CD11b^+^ MDSCs in *WDR5* knockdown or exogenous *WDR5* treated MDSCs. The percentages were compared (*n* = 3). **(M)** Flow cytometry of CD11b^+^Ly6G^+^Ly6C^−^ and CD11b^+^Ly6G^−^Ly6C^+^ MDSC in *WDR5* knockdown or exogenous *WDR5* treated MDSCs. The percentages were compared (*n* = 3). **(N)** Flow cytometry of MDSCs in mouse spleen after injecting *WDR5* knockdown or exogenous *WDR5* treated CD45.1^+^ BMCs. Percentage changes of MDSC subsets was compared (*n* = 6). **(O)** QRT-PCR of mouse WDR5 in cells transfected with different concentrations siRNA and flow cytometry of CD11b^+^ly6G^+^Ly6C^−^, CD11b^+^ly6G^−^Ly6C^+^ MDSCs in *WDR5* knockdown treated *MDSCs*. kdNC, siRNA control; kdWDR5, WDR5 siRNA; oeNC, control empty plasmid; oeWDR5, WDR5 plasmid. Error bars in **(C,D,J,L–O)** represent standard deviations from 3 independent measurements. Two-tailed, paired *T*-test was used in **(C,D,J,L–O)**. ^*^p < 0.05; ^**^p < 0.05; NS, no significant.

Epigenetic modification plays a critical role in the gene expression such as that lysine methylation in the histones regulates the activation and repression of transcription (32). We next used *C/EBP*β as a bait to investigate whether *lnc-C/EBP*β also bind with other molecules, which are related to epigenetic modification. IP-MASS analyses showed that there were remarkable differences not only in the nuclear proteins but also in their signal molecule networks between GM-CSF and GM-CSF plus IL-6 mediated MDSCs (Figure 5E, Supplementary Figure 2). Data showed that WDR5 was a C/EBPβ targeting molecule (Figures 5E–K) and confirmed by co-immunoprecipitation (Figure 5F). Importantly, RIP and pull-down also confirmed the binding of *lnc-C/EBP*β with WDR5 (Figures 5G,H). The interaction of WDR5 with *lnc-C/EBP*β was also detected by FISH and immunostaining (Figure 5I). Thus, *lnc-C/EBP*β may bind with epigenetic factor WDR5. Since WDR5 is responsible for depositing the H3K4me3 mark on the promoter of active genes (33) and positively correlated with transcriptional activity, it also is possible for the binding of *lnc-C/EBP*β with epigenetic component WDR5 to promote gene expression. Genome browser images showed there also has the binding site of H3K4me3 mark in the 5′ region of IL4il. Using CHIP-qPCR, we investigated the effects of *lnc-C/EBP*β on the enrichment of H3K4me3 mark. In the *lnc-C/EBP*β knockdown cells, CHIP-qPCR showed the increased enrichment of H3K4me3 mark; whereas exogenous *lnc-C/EBP*β reduced this enrichment in the 5′ region of IL4il (Figure 5J). Therefore, the binding of *lnc-C/EBP*β with WDR5 affects the enrichment of H3K4me3 mark on the IL4il promoter and ultimately affect the expression of IL4i1. Further studies exhibited that WDR5 was indeed involved in the differentiation of MDSCs. WDR5 knockdown promoted the fraction of PMN-MDSC subpopulation; whereas the percentages of Mo-MDSCs increased in exogenous WDR5 transfected CD45.1^+^BMCs *in vitro* and *in vivo* (Figures 5L–N). We also further confirmed the validity of WDR5 siRNA, and excluded the effect of off-target by using different kinds and doses of siRNAs to transfect MDSCs (Figure 5O, Supplementary Figure 1E). 

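Gene expression after knockdown or exogenous expression of lnc-C/EBPβ was measured on 4 Affymetrix GeneChip mouse arrays, with 1 culture and 1 array per group. Bone marrow cells of C57BL/6 mice were infected with lentivirus at an MOI of 50 and cultured for 4 days with GM-CSF (40 ng/ml) and IL-6 (40 ng/ml), conditions under which bone marrow cells become MDSCs. The knockdown pair was kdLNC, with an shRNA against lnc-C/EBPβ, and kdNC, with a control shRNA. The overexpression pair was oeLNC, with a lentivirus carrying lnc-C/EBPβ, and oeNC, with its control lentivirus. The deposited values are probe set intensities on a linear scale, for which the submitters' processing notes name RMA. They ran from 1.33 to 12309, with array medians of 4.17 to 4.24 on the log2 scale, and their log2 was taken before differences were formed. A gene was represented by its probe set with the highest mean over the 4 arrays, among the 34958 probe sets annotated to 1 gene symbol, which gave 18194 genes. Counts of genes cover those above the 50th percentile of the array on at least 1 array of the pair. Limma, which the methods name, cannot be fitted with 1 array per group, so no difference has a p-value or a replicate error. The spread given beside a difference is that between the control arrays (oeNC minus kdNC), as its SD over the 500 genes nearest in level. It holds vector, culture and array together and is not a replicate error. No probe set was found under the name of lnc-C/EBPβ in the annotation used here, so the level of the targeted RNA was not analysed here. The knockdown and overexpression are taken from the labels, which name the RNA lncMDSC. That lncMDSC is lnc-C/EBPβ is taken from the paper, which cites these arrays for Supplementary Figure 3A. The labels do not say which of the 2 shRNA sequences in the paper's supplement was used. Whether a sequence matches lnc-C/EBPβ was not tested here. The paper reports qRT-PCR of lnc-C/EBPβ with its lentiviruses in Figure 2E and Figure 2F.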

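Among 8 genes that encode regulators of MDSCs, 6 were higher in kdLNC than in kdNC and lower in oeLNC than in oeNC, with a count of 5 after loess normalization and 1 after a further quantile normalization, and none differed by 2-fold in either pair. In the knockdown pair, Stat3 had a log2 difference (kdLNC minus kdNC) of 0.11 and Stat5a of 0.06, both of which encode transcription factors activated by cytokines. S100a8 and S100a9, which encode calcium-binding proteins abundant in neutrophils, had differences of 0.098 and 0.047. Their intensities were close to the highest of each array (10240 to 11020 for S100a8, where the array maxima were 11778 to 12309), so differences of this size may not be resolved there, and S100a9 had a difference of 0.0 in both pairs after quantile normalization. Cebpb, at 0.0064, and Irf8, at 0.0011, were nearly level, and turned negative after quantile normalization (-0.043 and -0.024). Stat5b (-0.10) and E2f3 (-0.14), which encodes a transcription factor of the cell cycle, were lower. In the overexpression pair (oeLNC minus oeNC) the difference was -0.65 for Stat5b, -0.59 for Irf8, a transcription factor of monocyte development, and -0.29 for Stat3. It was -0.18 for Cebpb, -0.13 for S100a9, and 0.085 for E2f3. S100a8 and Stat5a both had a difference of -0.081, which was 0.030 and 0.016 after quantile normalization. All 8 knockdown differences lay within 1 SD of the control difference at their level (SD 0.46 to 0.60), and 6 of the overexpression differences did, the exceptions being Stat5b and Irf8. At these probe sets all 8 genes were higher in oeNC than in kdNC, Stat5b by 1.52 and Stat3 by 0.96, but second probe sets of Stat5b (-0.46), Irf8 (-0.63) and E2f3 (-0.58) were lower. The overexpression difference was -0.083 at the second probe set of Stat5b and -0.032 at that of Irf8. The second probe set of E2f3 had a difference of 0.43 on knockdown and -0.30 on overexpression. The dimmest probe set of Stat3 had -0.27 on knockdown and 0.017 on overexpression. Its other probe sets had 0.31 and 0.062 on knockdown, and -0.29 and -0.11 on overexpression. With the mean of both control arrays as the control, 2 of the 8 genes were higher in kdLNC and lower in oeLNC, and the overexpression difference of Stat5b was 0.11.

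**Figure D1:**
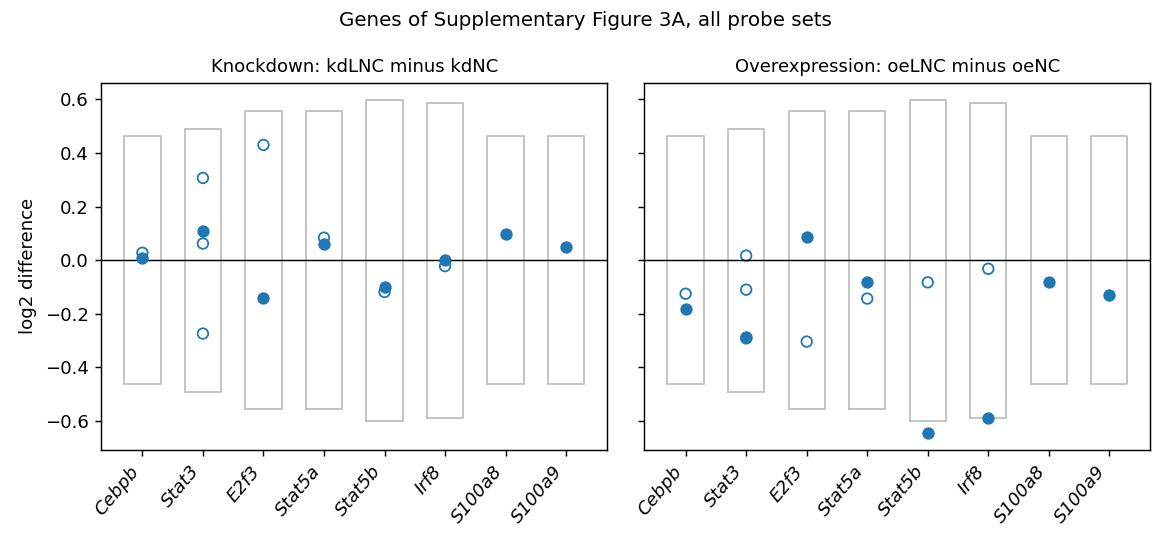
Log2 difference of each probe set of the 8 genes in the knockdown pair (left) and the overexpression pair (right). Filled points are the probe set that represents the gene, open points its other probe sets, and grey boxes span 1 SD of the control difference to either side of 0. In the overexpression pair the filled points of Stat5b, at -0.65, and Irf8, at -0.59, lie at or below the lower edge of their boxes, and their open points, at -0.083 and -0.032, lie inside.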

Notably, other transcription factors and regulators such as *STAT3, STAT5, S100A8/A9, E2F3, IRF8* etc. which play an important role in the expansion and differentiation of MDSCs (1) were also potentially modulated by *lnc-C/EBP*β (Supplementary Figure 3A, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE104558). H3K4me3 mark in the 5′ promoter region of these genes was remarkable enrichment (Supplementary Figure 3B), implying that the modulation of *lnc-C/EBP*β on these genes also is through WDR5. Taken together, *lnc-C/EBP*β may promote PMN-MDSCs but impede differentiation of Mo-MDSCs through interrupting the expression of differentiation associated genes such as IL4il.

### Human *Lnc-C/EBPβ* Has a Similar Function With Murine *Lnc-C/EBPβ*

Since human *lnc-C/EBP*β is high homology with mouse *lnc-C/EBP*β (21), we examined whether human *lnc-C/EBP*β had also similar function with mouse *lnc-C/EBP*β. Human MDSC-like cells were generated from human peripheral blood monocytes (PBMCs) after co-culturing with GM-CSF plus tumor supernatants or IL-6 (22). Interestingly, IL4il was also detected in these human MDSC-like cells. Furthermore, *lnc-C/EBP*β could modulate the expression of *IL4i1* (Figures 6A,B). To examine the modulation of *lnc-C/EBP*β on IL4il *in vivo* MDSCs, we isolated the MDSCs from patients with colorectal cancer, and examined the relationship between the expression of *lnc-C/EBP*β and IL4il. Lin^−^ HLA-DR^−^ CD33^+^ CD11b^+^ MDSCs were isolated from the blood of patients with glioblastoma, breast cancer, colon cancer, lung cancer and kidney cancer (34). Consistent with others (35–37), CD11b^+^CD14^+^ Mo-MDSC and Lin^−^HLA-DR^−^CD11b^+^CD15^+^ PMN-MDSC populations were much higher in patients with tumor as compared to tumor free-individuals (Figure 6C). Higher levels of *lnc-C/EBP*β could be detected in Lin^−^HLA-DR^−^ CD11b^+^ cells isolated from peripheral blood of patients with colorectal cancer as compared to Lin^−^HLA-DR^−^CD11b^+^ cells from tumor free healthy individuals (Figure 6D). QRT-PCR showed that there indeed existed negative relationship between *lnc-C/EBP*β and IL-4il in different MDSC subpopulations (Figures 6E,F). Finally, we also detected the expression of *lnc-C/EBP*β in the samples of patients with colorectal cancer. FISH and immuno-staining of colitis/carcinoma tissues demonstrated the expression of *lnc-C/EBP*β in CD11b^+^ monocytes/macrophages (Figure 6G) and nuclear localization of *lnc-C/EBP*β in the mononuclear cells of colitis and carcinoma (Figure 6H). Since *lnc-C/EBP*β may regulate the expression of MDSCs-associated genes *in vitro*, a high level of *lnc-C/EBP*β may play a role in the differentiation and function of MDSCs in patients with colorectal cancer. Thus, human *lnc-C/EBP*β is also involved in the differentiation of human MDSCs.

**Figure 6:**
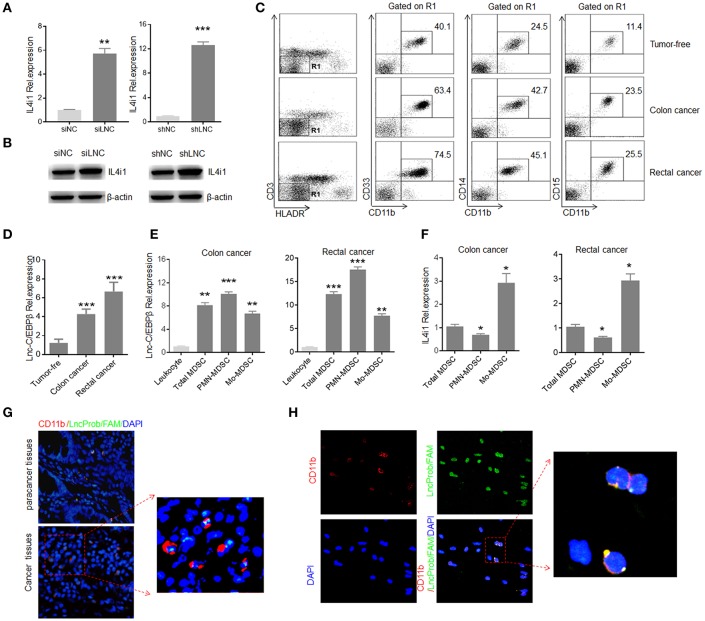
Human *lnc-C/EBP*β has a similar function with mouse. **(A)** QRT-PCR of *IL4i1* in *lnc-C/EBP*β knockdown human MDSC-like cells. **(B)** Immunoblotting of *IL4i1* in *lnc-C/EBP*β knockdown human MDSC-like cells. **(C)** Flow cytometry of Lin^−^HLA-DR^−^CD14^+^CD11b^+^ MDSCs subsets in healthy individuals and patients with colon and rectal cancer. **(D)** QRT-PCR of human *lnc-C/EBP*β in MDSC subsets isolated from the human colon, rectal cancer and healthy individuals. **(E)** QRT-PCR of human *lnc-C/EBP*β in MDSC subsets isolated from the human colon and rectal cancer. **(F)** QRT-PCR of human IL4i1 in MDSC subsets isolated from the human colon and rectal cancer. **(G)** Immunostaining and RNA-FISH in the human colon cancer and para cancer tissues. Red, CD11b; Green, *lnc-C/EBP*β*;* Blue, nuclei. One representative of 12 patients with colitic cancer. Scale bar = 200 μM. **(H)** Immunostaining and RNA-FISH in the peripheral blood Lin^−^HLA-DR^−^CD33^+^CD11b^+^ MDSCs in the patients with colon cancer. Red, CD11b; Green, *lnc-C/EBP*β; Blue, nuclei. One representative of 12 patients with colitic cancer. Scale bar = 200 μM. siNC, siRNA control; siLNC, *lnc-C/EBP*β siRNA; shNC, empty lentiviruses; shLNC, *lnc-C/EBP*β shRNA/lentiviruses. Error bars in **(A,D–F)** represent standard deviations from 3 independent measurements. Two-tailed, paired *T*-test was used in **(A,D–F)**. ^*^p < 0.05; ^**^p < 0.05; ^***^p < 0.001. NS, no significant.

## Discussion

Previous data have already shown that transcription factor C/EBPβ plays a central role in regulating the differentiation and immune suppressive function of MDSCs (7, 38), and that WDR5 is responsible for depositing H3K4 methylation mark on the promoter region of active genes (33). We here demonstrate that the binding of *lnc-C/EBP*β with C/EBPβ and WDR5 affects the activity of C/EBPβ and enrichment of H3K4me3 to promote PMN-MDSCs but inhibit the differentiation of Mo-MDSCs. As *lnc-C/EBP*β is present in human monocyte-derived cells, it may be acted as a potential therapeutic target for inflammatory and tumor-associated diseases.

Our data show that *lnc-C/EBP*β may bind with C/EBPβ and WDR5 to affect differentiation of MDSCs through regulating expression of IL4il. IL4i1, a regulator of M2 macrophage polarization, may contribute to the regulation of monocyte/macrophage programming (29, 31, 39). C/EBPβ has been implicated in the differentiation of Mo-MDSCs (38, 40). Its deficiency affects mostly the differentiation of Mo-MDSCs (40). Mice lacking C/EBPβ in the hematopoietic system have lower frequencies of splenic Mo-MDSCs in MCA203 fibrosarcoma-bearing mice. Indeed, while the interaction of *lnc-C/EBP*β with C/EBPβ LIP affects LAP activity, MDSCs may not differentiate into Mo-MDSCs. WDR5 is involved in multiple biological processes and cell differentiation. It may mediate self-renewal and reprogramming of embryonic stem cell (41), and regulate immune cells through histone H3K4me3 (42, 43). Others also found that WDR5 binds with lncRNA HOTTIP to drive histone H3K4me3 and gene transcription (44).

That *lnc-C/EBP*β impedes MDSCs to differentiate into Mo-MDSC may have an important significance in the inflammation and tumor. Multiple reports have described the presence of MDSCs in patients with tumors such as colon cancer, lung cancer, breast cancer, pancreatic adenocarcinomas, urothelial carcinoma, kidney Cancer, glioblastoma (2, 34). Studies have shown that Mo-MDSCs have higher suppressive activity than PMN-MDSCs (38). In the tumor, Mo-MDSCs are more prominent than PMN-MDSC, and furthermore Mo-MDSCs may rapidly differentiate to tumor-associated macrophages (TAM) (2). These cells can produce large amounts of NO, Arg-1, and immune suppressive cytokines (2), which have much longer half-life than ROS produced by PMN-MDSCs (2, 38). Less immunosuppressive function of PMN-MDSCs than Mo-MDSCs is also confirmed in a single cell (34). In addition, PMN-MDSCs also have a short half-life (45). Thus, our data provide a new insight that will help direct development of novel immunotherapeutic methods for tumor through modulating the expression of *lnc-C/EBP*β to control differentiation of MDSCs into Mo-MDSCs.

## Data Availability

The datasets generated for this study can be found in Gene Expression Omnibus, GSE104571 GSE104558.

## Ethics Statement

All animal studies were conducted according to the Institutional Animal Care and Use Committee of the Model Animal Research Center. Animal experiments were approved by the Institute's Animal Ethics Committee of Nankai University.

## Author Contributions

RY designed the research and wrote the paper. YG conducted *in vivo* and *in vitro* experiments and immunoassay, participated in the study design, and performed the statistical analysis. WS was involved *in vitro* and *in vivo* assay. DZ, XZ, and SZ treated patient's samples. YZ offered assistances for the animal experiments. All authors read and approved the final manuscript.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[1] BronteVBrandauSChenSHColomboMPFreyABGretenTF. Recommendations for myeloid-derived suppressor cell nomenclature and characterization standards. Nat Commun. (2016) 7:12150. 10.1038/ncomms1215027381735PMC4935811

[2] KumarVPatelSTcyganovEGabrilovichDI. The nature of myeloid-derived suppressor cells in the tumor microenvironment. Trends Immunol. (2016) 37:208–20. 10.1016/j.it.2016.01.00426858199PMC4775398

[3] TalmadgeJEGabrilovichDI. History of myeloid-derived suppressor cells. Nat Rev Cancer. (2013) 13:739–52. 10.1038/nrc358124060865PMC4358792

[4] UgelSDe SanctisFMandruzzatoSBronteV. Tumor-induced myeloid deviation: when myeloid-derived suppressor cells meet tumor-associated macrophages. J Clin Invest. (2015) 125:3365–76. 10.1172/JCI8000626325033PMC4588310

[5] YounJINagarajSCollazoMGabrilovichDI. Subsets of myeloid-derived suppressor cells in tumor-bearing mice. J Immunol. (2008) 181:5791–802. 10.4049/jimmunol.181.8.579118832739PMC2575748

[6] MovahediKGuilliamsMVan den BosscheJVan den BerghRGysemansCBeschinA. Identification of discrete tumor-induced myeloid-derived suppressor cell subpopulations with distinct T cell-suppressive activity. Blood. (2008) 111:4233–44. 10.1182/blood-2007-07-09922618272812

[7] GabrilovichDINagarajS. Myeloid-derived suppressor cells as regulators of the immune system. Nat Rev Immunol. (2009) 9:162–74. 10.1038/nri250619197294PMC2828349

[8] YounJICollazoMShalovaINBiswasSKGabrilovichDI. Characterization of the nature of granulocytic myeloid-derived suppressor cells in tumor-bearing mice. J Leukocyte Biol. (2012) 91:167–81. 10.1189/jlb.031117721954284PMC3250305

[9] SondaNSimonatoFPeranzoniECaliBBortoluzziSBisogninA. miR-142-3p prevents macrophage differentiation during cancer-induced myelopoiesis. Immunity. (2013) 38:1236–49. 10.1016/j.immuni.2013.06.00423809164

[10] ThevenotPTSierraRARaberPLAl-KhamiAATrillo-TinocoJZarreiiP. The stress-response sensor chop regulates the function and accumulation of myeloid-derived suppressor cells in tumors. Immunity. (2014) 41:389–401. 10.1016/j.immuni.2014.08.01525238096PMC4171711

[11] UlitskyIBartelDP. lincRNAs: genomics, evolution, and mechanisms. Cell. (2013) 154:26–46. 10.1016/j.cell.2013.06.02023827673PMC3924787

[12] MorrisKVMattickJS. The rise of regulatory RNA. Nat Rev Genet. (2014) 15:423–37. 10.1038/nrg372224776770PMC4314111

[13] WangPXueYHanYLinLWuCXuS. The STAT3-binding long noncoding RNA lnc-DC controls human dendritic cell differentiation. Science. (2014) 344:310–3. 10.1126/science.125145624744378

[14] CarpenterSAielloDAtianandMKRicciEPGandhiPHallLL. A long noncoding RNA mediates both activation and repression of immune response genes. Science. (2013) 341:789–92. 10.1126/science.124092523907535PMC4376668

[15] AtianandMKHuWSatpathyATShenYRicciEPAlvarez-DominguezJR. A long noncoding RNA lincRNA-EPS acts as a transcriptional brake to restrain inflammation. Cell. (2016) 165:1672–85. 10.1016/j.cell.2016.05.07527315481PMC5289747

[16] ChanJAtianandMJiangZCarpenterSAielloDEllingR. Cutting edge: a natural antisense transcript, AS-IL1alpha, controls inducible transcription of the proinflammatory cytokine IL-1alpha. J Immunol. (2015) 195:1359–63. 10.4049/jimmunol.150026426179904PMC4530055

[17] KotzinJJSpencerSPMcCrightSJKumarDBUColletMAMowelWK. The long non-coding RNA Morrbid regulates Bim and short-lived myeloid cell lifespan. Nature. (2016) 537:239–43. 10.1038/nature1934627525555PMC5161578

[18] YangRCaiZZhangYYutzyWHRobyKFRodenRB. CD80 in immune suppression by mouse ovarian carcinoma-associated Gr-1+CD11b+ myeloid cells. Cancer Res. (2006) 66:6807–15. 10.1158/0008-5472.CAN-05-375516818658

[19] ZhangMLiuQMiSLiangXZhangZSuX. Both miR-17-5p and miR-20a alleviate suppressive potential of myeloid-derived suppressor cells by modulating STAT3 expression. J Immunol. (2011) 186:4716–24. 10.4049/jimmunol.100298921383238

[20] XinJZhangZSuXWangLZhangYYangR. Epigenetic component p66a modulates myeloid-derived suppressor cells by modifying STAT3. J Immunol. (2017) 198:2712–20. 10.4049/jimmunol.160171228193828

[21] GaoYSunWShangWLiYZhangDWangT. Lnc-C/EBPbeta negatively regulates the suppressive function of myeloid-derived suppressor cells. Cancer Immunol Res. (2018) 6:1352–63. 10.1158/2326-6066.CIR-18-010830171135

[22] MaceTAAmeenZCollinsAWojcikSMairMYoungGS. Pancreatic cancer-associated stellate cells promote differentiation of myeloid-derived suppressor cells in a STAT3-dependent manner. Cancer Res. (2013) 73:3007–18. 10.1158/0008-5472.CAN-12-460123514705PMC3785672

[23] SuXMinSCaoSYanHZhaoYLiH. LRRC19 expressed in the kidney induces TRAF2/6-mediated signals to prevent infection by uropathogenic bacteria. Nature Commun. (2014) 5:4434. 10.1038/ncomms543425026888

[24] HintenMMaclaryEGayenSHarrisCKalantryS. Visualizing long noncoding RNAs on chromatin. Methods Mol Biol. (2016) 1402:147–64. 10.1007/978-1-4939-3378-5_1226721489PMC5094191

[25] HuangWThomasBFlynnRAGavzySJWuLKimSV. DDX5 and its associated lncRNA Rmrp modulate TH17 cell effector functions. Nature. (2015) 528:517–22. 10.1038/nature1619326675721PMC4762670

[26] WuYHuLLiangYLiJWangKChenX. Up-regulation of lncRNA CASC9 promotes esophageal squamous cell carcinoma growth by negatively regulating PDCD4 expression through EZH2. Mol Cancer. (2017) 16:150. 10.1186/s12943-017-0715-728854977PMC5577767

[27] KimJPiaoHLKimBJYaoFHanZWangY. Long noncoding RNA MALAT1 suppresses breast cancer metastasis. Nat Genet. (2018) 50:1705–15. 10.1038/s41588-018-0252-330349115PMC6265076

[28] The lnCRNA NORAD Contributes to the Maintenance of Genomic Stability Cancer Discov. (2018) 8:1209 10.1158/2159-8290.CD-RW2018-154

[29] BoullandMLMarquetJMolinier-FrenkelVMollerPGuiterCLasoudrisF. Human IL4I1 is a secreted L-phenylalanine oxidase expressed by mature dendritic cells that inhibits T-lymphocyte proliferation. Blood. (2007) 110:220–7. 10.1182/blood-2006-07-03621017356132

[30] LasoudrisFCousinCPrevost-BlondelAMartin-GarciaNAbd-AlsamadIOrtonneN. IL4I1: an inhibitor of the CD8(+) antitumor T-cell response *in vivo*. Eur J Immunol. (2011) 41:1629–38. 10.1002/eji.20104111921469114PMC3472400

[31] YueYHuangWLiangJGuoJJiJYaoY. IL4I1 is a novel regulator of M2 macrophage polarization that can inhibit T cell activation via L-tryptophan and arginine depletion and IL-10 production. PLoS ONE. (2015) 10:e0142979. 10.1371/journal.pone.014297926599209PMC4658051

[32] MartinCZhangY. The diverse functions of histone lysine methylation. Nat Rev Mol Cell Biol. (2005) 6:838–49. 10.1038/nrm176116261189

[33] PiuntiAShilatifardA. Epigenetic balance of gene expression by Polycomb and COMPASS families. Science. (2016) 352:aad9780. 10.1126/science.aad978027257261

[34] GabrilovichDIOstrand-RosenbergSBronteV. Coordinated regulation of myeloid cells by tumours. Nat Rev Immunol. (2012) 12:253–68. 10.1038/nri317522437938PMC3587148

[35] YamauchiYSafiSBlattnerCRathinasamyAUmanskyLJuengerS. Circulating and tumor myeloid-derived suppressor cells in resectable non-small cell lung cancer. Am J Respir Crit Care Med. (2018) 198:777–87. 10.1164/rccm.201708-1707OC29617574

[36] SafarzadehEHashemzadehSDuijfPHGMansooriBKhazeVMohammadiA. Circulating myeloid-derived suppressor cells: an independent prognostic factor in patients with breast cancer. J Cell Physiol. (2019) 234:3515–25. 10.1002/jcp.2689630362521

[37] SafarzadehEOrangiMMohammadiHBabaieFBaradaranB. Myeloid-derived suppressor cells: important contributors to tumor progression and metastasis. J Cell Physiol. (2018) 233:3024–36. 10.1002/jcp.2607528661031

[38] HaverkampJMSmithAMWeinlichRDillonCPQuallsJENealeG. Myeloid-derived suppressor activity is mediated by monocytic lineages maintained by continuous inhibition of extrinsic and intrinsic death pathways. Immunity. (2014) 41:947–59. 10.1016/j.immuni.2014.10.02025500368PMC4272664

[39] RomagnaniS. IL4I1: Key immunoregulator at a crossroads of divergent T-cell functions. Eur J Immunol. (2016) 46:2302–05. 10.1002/eji.20164661727726138

[40] MarigoIBosioESolitoSMesaCFernandezADolcettiL. Tumor-induced tolerance and immune suppression depend on the C/EBPbeta transcription factor. Immunity. (2010) 32:790–802. 10.1016/j.immuni.2010.05.01020605485

[41] AngYSTsaiSYLeeDFMonkJSuJRatnakumarK. Wdr5 mediates self-renewal and reprogramming via the embryonic stem cell core transcriptional network. Cell. (2011) 145:183–97. 10.1016/j.cell.2011.03.00321477851PMC3097468

[42] KuoCHHsiehCCKuoHFHuangMYYangSNChenLC. Phthalates suppress type I interferon in human plasmacytoid dendritic cells via epigenetic regulation. Allergy. (2013) 68:870–9. 10.1111/all.1216223738920

[43] KuoCHLinCHYangSNHuangMYChenHLKuoPL. Effect of prostaglandin I2 analogs on cytokine expression in human myeloid dendritic cells via epigenetic regulation. Mol Med. (2012) 18:433–44. 10.2119/molmed.2011.0019322231731PMC3356435

[44] WangKCYangYWLiuBSanyalACorces-ZimmermanRChenY. A long noncoding RNA maintains active chromatin to coordinate homeotic gene expression. Nature. (2011) 472:120–4. 10.1038/nature0981921423168PMC3670758

[45] YounJIKumarVCollazoMNefedovaYCondamineTChengP. Epigenetic silencing of retinoblastoma gene regulates pathologic differentiation of myeloid cells in cancer. Nature Immunol. (2013) 14:211–20. 10.1038/ni.252623354483PMC3578019

# Supplementary material for: Lnc-C/EBPβ Modulates Differentiation of MDSCs Through Downregulating IL4i1 With C/EBPβ LIP and WDR5
**Source:** Front Immunol. 2019 Jul 17;10:1661. doi: 10.3389/fimmu.2019.01661
**Supplement:** Supplementary file 1

## Supplementary Material

### 1 Supplementary Figures and Tables

#### 1.1 Supplementary Figures

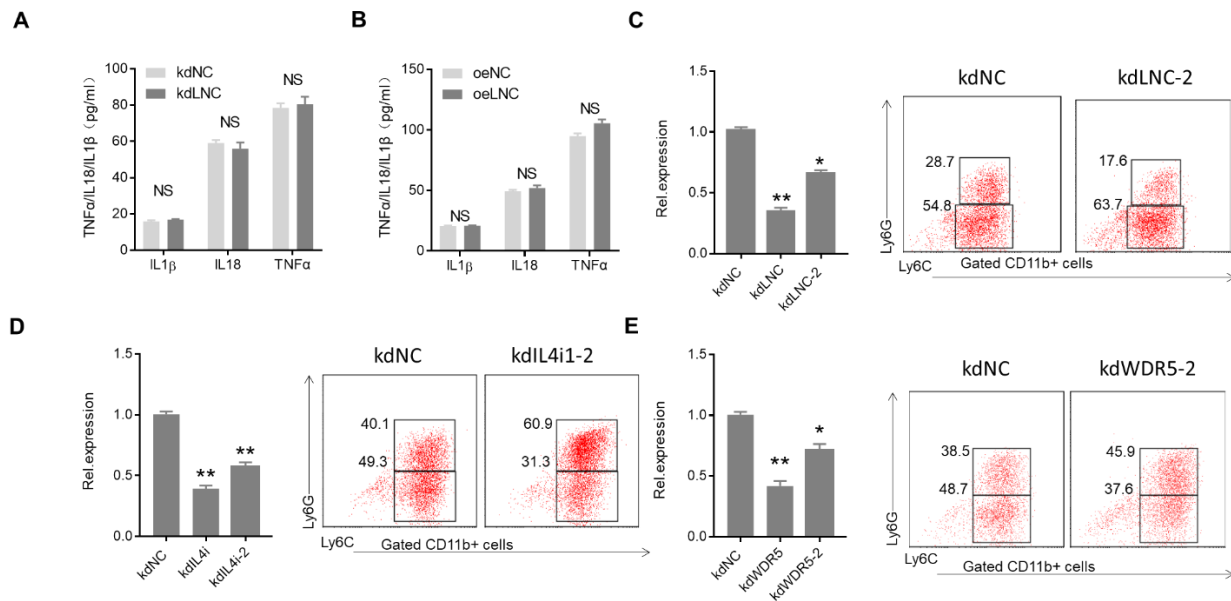

**Supplementary Figure 1.** Detection of shRNA or siRNA off-target effects. **(A-B)** Detection of inflammatory factors by ELISA after infection with *lnc-C/EBPβ* shRNA lentivirus (kdLNC) (A) and *lnc-C/EBPβ* over-expression lentivirus (oeLNC) (B) control lentivirus (kdNC or oeNC). **(C)** qRT-PCR of mouse *lnc-C/EBPβ* in cells transfected with different siRNA (kdLNC2) and flow cytometry of CD11b<sup>+</sup>Ly6G<sup>+</sup>Ly6C<sup>-</sup>, CD11b<sup>+</sup>Ly6G<sup>-</sup>Ly6C<sup>+</sup> MDSCs in *lnc-C/EBPβ* knockdown MDSCs. **(D)** qRT-PCR of mouse IL4i1 in cells transfected with different siRNA (kdIL4i1-2) and flow cytometry of CD11b<sup>+</sup>Ly6G<sup>+</sup>Ly6C<sup>-</sup>, CD11b<sup>+</sup>Ly6G<sup>-</sup>Ly6C<sup>+</sup> MDSCs in IL4i1 knockdown MDSCs. **(E)** qRT-PCR of mouse WDR5 in cells transfected with different siRNA (kdWDR5-2) and flow cytometry of CD11b<sup>+</sup>Ly6G<sup>+</sup>Ly6C<sup>-</sup>, CD11b<sup>+</sup>Ly6G<sup>-</sup>Ly6C<sup>+</sup> MDSCs in WDR5 knockdown MDSCs. Two-tailed, paired T test was used. \*P < 0.05; \*\*p<0.05; \*\*\*p<0.001.

**A**

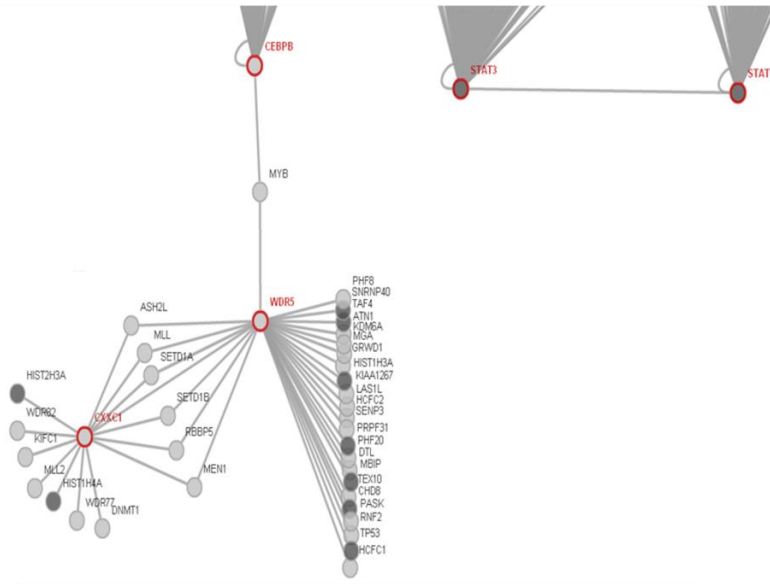

**B**

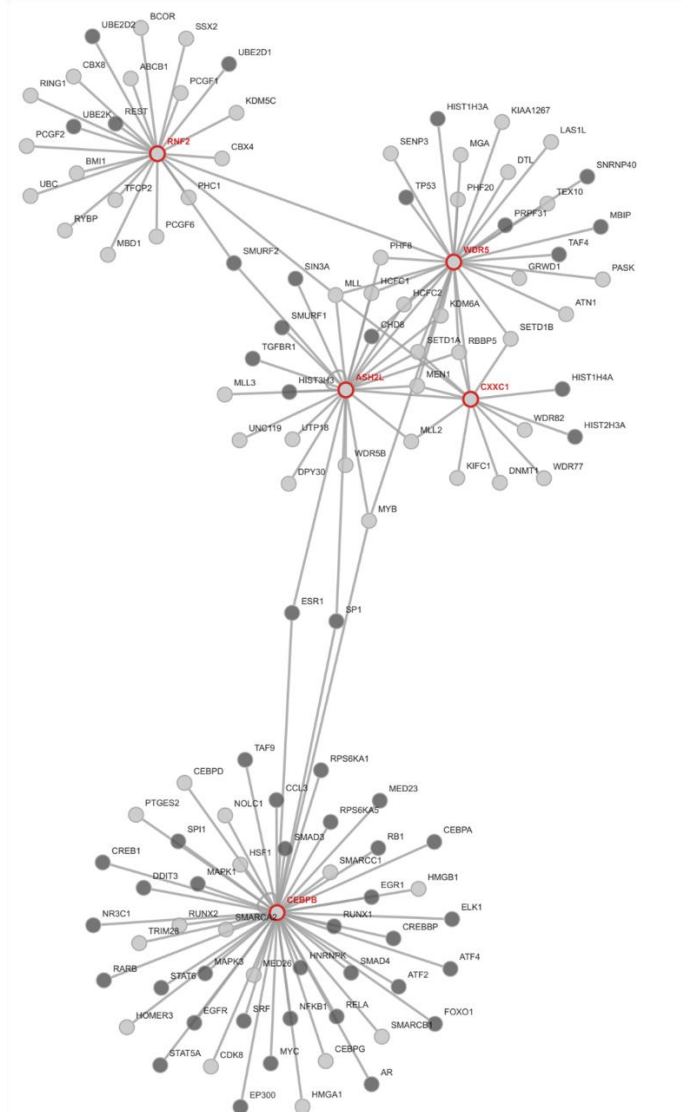

**Supplementary Figure 2.** The network of CEBP $\beta$  and its interacting proteins in GM-CSF only (A) or IL-6 and GM-CSF (B) treated MDSC. GM-CSF alone and GM-CSF plus IL6 (GM+IL6) mediated MDSC were immunoprecipitated with C/EBP $\beta$  antibody, and subjected to SDS-PAGE with silver staining, and then MASS was performed. The networks of CEBP $\beta$  and its interacting proteins were done by pathway linker based on the C/EBP $\beta$  interacting proteins in GM-CSF alone and GM-CSF+IL6 (GM+IL6) mediated MDSC. Red nodes, queried proteins; Dark gray, signaling pathway member proteins; light gray, non-pathway members; Links, interactions. p-values below 0.01 indicate that signaling pathways are significantly overrepresented in the set of displayed proteins containing the queried protein (s) and their first neighbor interaction.

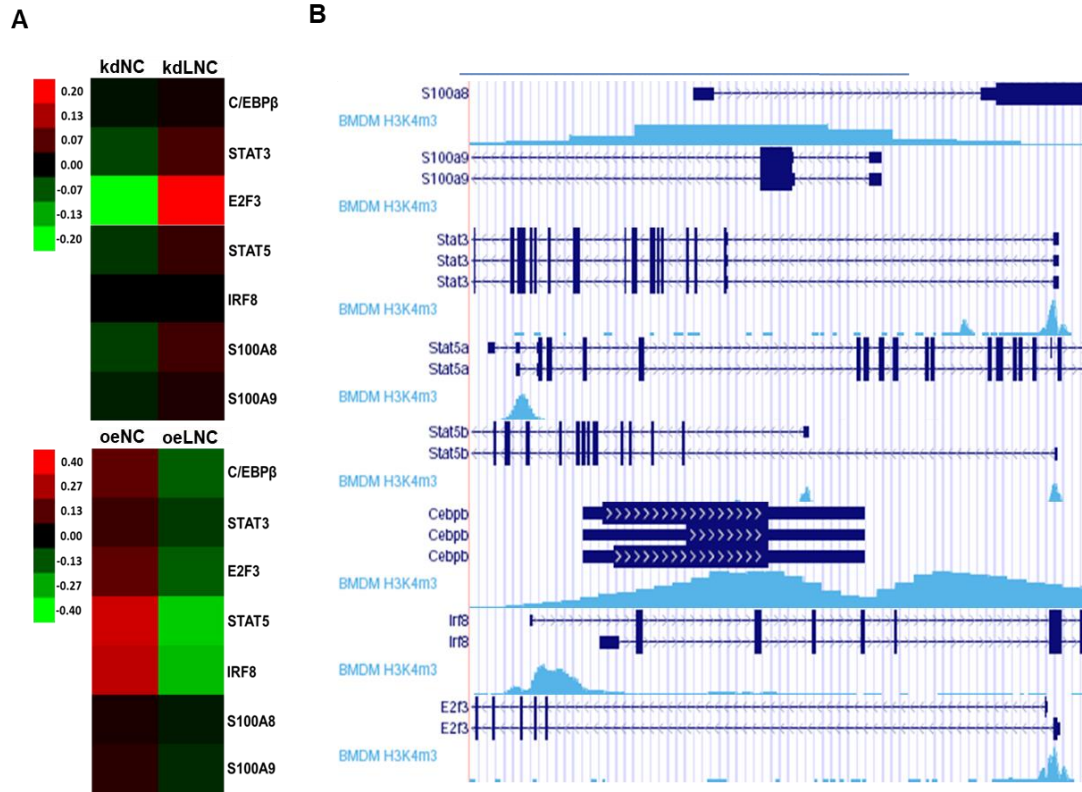

**Supplementary Figure 3.** MDSC associated gene expression and epigenetic modification. (A) Differential expression of MDSC differentiation-associated genes in *lnc-C/EBP $\beta$*  knockdown and exogenous *lnc-C/EBP $\beta$*  treated MDSCs. Mouse bone marrow cells were transfected with *lnc-C/EBP $\beta$*  shRNA (kdLNC) or exogenous *lnc-C/EBP $\beta$*  (oeLNC) and then cultured for 4 days in the presence of GM-CSF and IL-6. kdNC and oeNC, control lentiviruses. (B) Genome Browser image showing the accumulation of H3K4me3 on the promoter regions of MDSC-associated genes S100A8, S100A9, STAT3, STAT5a, STAT5b, C/EBP $\beta$ , IRF8 and E2F3.

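Of 22 measured genes of mature neutrophils, 12 were at least 1.5-fold lower in kdLNC than in kdNC, 1 was at least 1.5-fold higher and 9 lay between. Lower were Ltf (lactoferrin, log2 difference -2.70), Camp (cathelicidin, 2.83-fold lower) and Ifitm6 (-1.31), and Stfa3, which encodes a stefin, was higher (1.48). Cxcr2, a neutrophil chemokine receptor (-1.10), and Mmp9, a gelatinase (-1.07), both named after their values were seen, were lower too. The median of the list was -0.69, below those of all 10000 random lists of the same size matched on level. In oeLNC against oeNC the median was -0.061, and 0.0039 after quantile normalization, and between the control arrays it was 0.10. The 9 measured genes of the list for primary granules, which form earlier in neutrophil development, had a median of -0.43 on knockdown. Of these, 2 were at least 1.5-fold lower, Fcnb (-0.95) and Ms4a3 (-0.62). The other 7 lay between, among them Ctsg (-0.074) and Mpo (0.036). Of 5 measured eosinophil genes, 4 were at least 1.5-fold lower in kdLNC (median -1.07), among them Epx (eosinophil peroxidase) at -1.12. They were also lower in oeNC than in kdNC (median -1.71), and against the mean of both control arrays their median on knockdown was -0.27. The log2 ratio of 3' to 5' control probe sets of beta-actin was 1.61 in kdNC, 1.96 in kdLNC and oeNC, and 1.97 in oeLNC. That of Gapdh was 0.51 in kdNC, 0.69 in kdLNC, 0.53 in oeNC and 0.65 in oeLNC. Of 18 measured monocyte genes, 2 were at least 1.5-fold higher in kdLNC, Ifi204 (0.79) and F13a1 (0.68), none was lower by as much, and the median was 0.09. On overexpression their median was -0.23, where Nr4a1 (-0.84), Ifi204 (-0.76) and Irf8 were lower and Ccr2, the receptor that draws monocytes from the marrow, was higher (0.78). Against the mean of both control arrays the monocyte median on overexpression was -0.047, and F13a1 had a difference of -0.019 on knockdown. From the expression shown in Supplementary Figure 3A, the paper proposes that lnc-C/EBPβ modulates further regulators of MDSCs, and from the H3K4me3 mark at their promoters, that this is through WDR5.

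**Figure D2:**
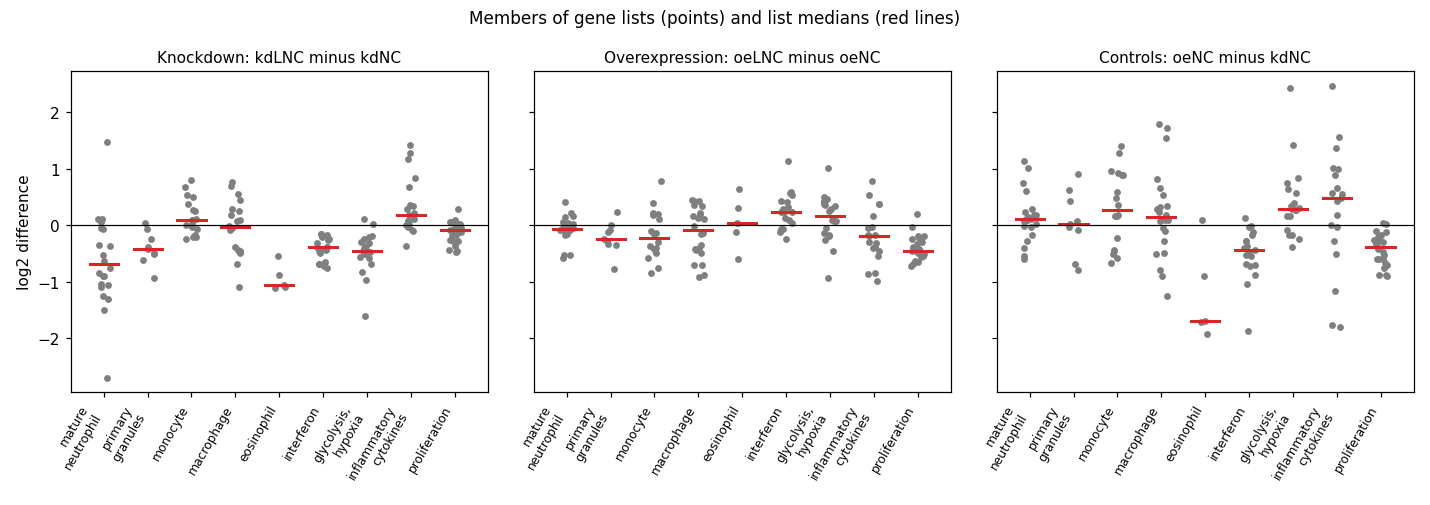
Log2 difference of each measured member of 9 gene lists (grey points) with the list median (red line), for the knockdown pair, the overexpression pair and the control arrays. The median of the mature neutrophil genes is -0.69 in the knockdown panel, -0.061 in the overexpression panel (0.0039 after quantile normalization) and 0.10 in the control panel.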

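Among 20 measured suppressive effectors of MDSCs, 5 were at least 1.5-fold higher in kdLNC, 1 was at least 1.5-fold lower and 14 lay between. Ptgs2 (cyclooxygenase 2) had a log2 difference of 1.16 on knockdown and -0.996 on overexpression, and Slc7a2, an amino acid transporter, of 1.01 and -0.73. The control arrays differed by more, with Ptgs2 higher by 2.47 and Slc7a2 by 1.67 in oeNC. Of 20 measured myeloid transcription factors, 2 were at least 1.5-fold higher in kdLNC, 1 was lower and 17 lay between. Id2 had a difference of 1.07 on knockdown and -0.83 on overexpression at its brightest probe set, and of -0.13 in both pairs at another of similar level. A dimmer probe set of Id2 had 0.51 on knockdown and -0.44 on overexpression. Ddit3, which encodes CHOP, was lower in kdLNC (-0.61). Against the mean of both control arrays the knockdown differences of Ptgs2 and Slc7a2 were -0.070 and 0.17, and the overexpression differences of Ptgs2 and Slc7a2 were 0.24 and 0.10.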

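Of 11505 genes above the filter in the knockdown pair, 55 were at least 2-fold higher in kdLNC and 41 at least 2-fold lower. The highest were Cth, which encodes the cysteine-forming enzyme cystathionine gamma-lyase (6.09-fold), U90926 (5.82-fold), Ermn (5.64-fold), Gja1 (connexin 43, 5.50-fold) and the acute-phase gene Orm1 (3.84-fold). Gm6377, Pid1, Mmp13 and Calhm6 were also among the 10 highest. U90926 and Gja1 were higher in oeNC than in kdNC too, by log2 differences of 2.62 and 1.88. For Cth, Ermn and Orm1 this control difference was 0.08, 0.05 and 0.02. The lowest were Ear3 (7.05-fold lower) and Ltf, then Gprc5b, Fabp3, Lrg1, Egln3, D13Ertd608e, Camp, the interferon-induced chemokine gene Cxcl11 and the glucose transporter gene Slc2a3. Of 11869 genes in the overexpression pair, 35 were at least 2-fold higher in oeLNC (20 after median centring and 62 without the filter) and 96 at least 2-fold lower. The lowest were Slc13a3, a dicarboxylate transporter gene (-1.82), Psmc4, of the proteasome (-1.74, and -0.13 at its second probe set), and Zfand1 (-1.73), and the heat-shock genes Hspa1b (-1.46) and Hspa1a (-1.45) were among the 10 lowest. The highest were Clic5 (1.92), Calhm6 (1.61) and Ifit1bl1 (1.51). Probe sets of 4 bacterial control RNAs were also lower in oeLNC than in oeNC, with log2 differences of -0.77 for Lys, -0.57 for Dap, -0.51 for Phe and -0.33 for Thr, and higher in oeNC than in kdNC, by 0.48, 0.63, 0.30 and 0.21. Hspa1b and Hspa1a were higher in oeNC than in kdNC by 4.53 and 3.94, and against the mean of both control arrays their differences in oeLNC were 0.80 and 0.52. A 2-fold difference in both pairs was seen for 9 genes, in opposite directions for 7 of them. Slc13a3, P2ry6, Dse, Bicral and Abtb2 were higher in kdLNC and lower in oeLNC, while Egln3, which encodes an oxygen-sensing prolyl hydroxylase, and Ifit1bl1 were the reverse. Calhm6 was higher and Ceacam10 lower in both. Averaged over all probe sets, 5 of the 9 genes kept a 2-fold difference in both pairs, without Slc13a3, Bicral, Abtb2 and Ceacam10, and after quantile normalization 7 did, with Bicral at 0.21 and -0.10. The direction of Abtb2 on knockdown was turned without probe sets that can match several transcripts (-0.27) and against the mean of both control arrays (-0.030), as was that of Ifit1bl1 in the second case (0.054). Across the 11282 genes above the filter in both pairs, which share no array, the differences had a Pearson r of -0.19 and a Spearman rho of -0.15, with genes not being independent replicates. Between the control arrays kdNC and oeNC, 824 of 11723 genes differed by at least 2-fold. Against the mean of both control arrays, 96 genes were at least 2-fold higher and 94 lower in kdLNC, and 6 higher and 31 lower in oeLNC. Of the 10 highest and 10 lowest genes of the knockdown pair, 8 and 7 then still differed by 2-fold, with Ear3 at -0.96, Fabp3 at -0.90 and Cxcl11 at -0.63, of the 10 highest and 10 lowest of the overexpression pair 2 each did, and of the 9 genes of both pairs none did in both. Among these, Egln3 fell just short on overexpression, at 0.98 where it had 1.02 as deposited. Averaged over all probe sets of a gene, 32 genes were higher and 25 lower in kdLNC, and 22 higher and 52 lower in oeLNC.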

## 1.2 1.2 Supplementary table S1. Primers used in this study.

| Gene symbol                        | sense primer (5'-3')  | Antisense primer (5'-3') |
|------------------------------------|-----------------------|--------------------------|
| <b>Primers for qRT-PCR</b>         |                       |                          |
| GAPDH                              | TCAACGGCACAGTCAAGG    | TACTCAGCACCGGCCTCA       |
| <i>lnc-C/EBP<math>\beta</math></i> | GCTTGACAGGGTATGAAGA   | TCGTTTCTCTCCGTTTGAGAT    |
| IL4i1                              | ATCACTCAGGGGAGGAACGAT | CGACGGAAACTCAGAAAAACC    |

|                                |                                                                  |                              |
|--------------------------------|------------------------------------------------------------------|------------------------------|
| WDR5                           | GAGCACAGCCCACTCCTTCC                                             | ACTTGCCAACCATTCCCCAT         |
| Primers for plasmid constructs |                                                                  |                              |
| LAP-V5                         | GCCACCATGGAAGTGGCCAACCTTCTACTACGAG                               | GCAGTGGCCCCGCCGAGGCCA        |
| LIP-V5                         | GCCACCATGGCGGCCGGTTTCCCGTTTCG                                    | GCAGTGGCCCCGCCGAGGCCA        |
| LIP                            | GCCACCATGGCGGCCGGTTTCCCGTTTCG                                    | CTAGCAGTGGCCCCGCCGAGGCCA     |
| WDR5-V5                        | GCCACCATGGCCACAGAGGAGAAGAAGC                                     | GCAGTCACTCTTCCACAGTTTGATT    |
| WDR5                           | GCCACCATGGCCACAGAGGAGAAGAAGC                                     | TTAGCAGTCACTCTTCCACAGTTTGATT |
| IL4i1                          | GCCACCATGGCTGGGCTGGCCCTGCG                                       | TTAGGAGTGGTCCCCCACTCGGTGC    |
| Lnc-C/EBPβ                     | CGGCCGCTGGAAATAGAG                                               | CCTTAATCAGATATAATTTTATTAC    |
| Primers for CHIP-PCR           |                                                                  |                              |
| H3K4me3 Arg1                   | AAGAGGAAACAGGAAGCGAAA                                            | TGAAATACAGTCTCCAGGAAAATC     |
| H3K4me3 COX2                   | TTCTCCCCATTAGCAGCCAG                                             | GAGGGGGAAAAGTTGGTGGG         |
| H3K4me3 NOS2                   | CTCAGTCTTCAACTCCCTGTAAA                                          | GTCCATCATGAATGAGCTAACTT      |
| H3K4me3 NOX2                   | GTACCCAAACCAGGTAACATAC                                           | GCAAACAACAATAATAAAAGCC       |
| IL4i1-H3K4me3 P0               | TGTTGTCTGCCTAGCAAAGG                                             | CAAGAGGCTGAGGTAGATGGA        |
| IL4i1-H3K4me3 P1               | GCCTTACCTTCTGTTTGTC                                              | GATTTATAGCCAGCAGTCTGT        |
| IL4i1-H3K4me3 P2               | AAGGCAACGGCAGAGAAT                                               | CAGGTCCTGATAGGAAGAGCA        |
| IL4i1-H3K4me3 P3               | AAAGACCACCATGCAGTGAG                                             | CTGGACAGGAACAGAGCAAT         |
| IL4i1-H3K4me3 P4               | TGCAGTTAGGTCCCAGAGCC                                             | CAGAAACAGTGCCACATCCC         |
| IL4i1-H3K4me3 P5               | TTTCCCAAAGCCAGCAAC                                               | TAGGAGCAAGCAAGTAAGTGTC       |
| IL4i1-H3K4me3 P6               | AGGAAAGGAGTCTATCCCAATG                                           | CCAAATCCCATGTTAGTGCC         |
| IL4i1-H3K4me3 P7               | TACTGGTGCGAATGAACTCC                                             | CCTTCCCTGAAGACAAGAATA        |
| IL4i1-3001/3200                | GGGGAAAAAGTGTAATAATGTC                                           | ACATAGATCAAGTCTCACAAAGC      |
| IL4i1-3150/3350                | AGGTATGGGGAAGGAATGAGT                                            | TTTCAAATGCTGCCTTGTAAC        |
| IL4i1-3300/3500                | TACAGAGGTCTCTAAAAGTTTCTA                                         | CAGCTGCTACTTAAGCAAACCTTA     |
| IL4i1-3450/3650                | GGTCTCTCAAGCCTTAAAG                                              | CTCCTTCAGAAGCTGAACTTT        |
| IL4i1-3600/3800                | CAGTTACTGATTGATTAAAGGG                                           | CATCATATAAACAGCTGTG          |
| IL4i1-3750/4000                | CTCGTGAGTGCTGGAATCATAG                                           | AGCACTTGGGAGGCAGAGAC         |
| Probes used in the RNA-FISH    |                                                                  |                              |
| Lnc-C/EBPβ                     | FAM--GAGCCAGGGCAGCCTGTCAGTCAC                                    |                              |
| NC-FAM                         | FAM--CGGGAGCCTAGGAAGTGCATCTTTC                                   |                              |
| shRNAs used in this study      |                                                                  |                              |
| shLnc-C/EBPβ                   | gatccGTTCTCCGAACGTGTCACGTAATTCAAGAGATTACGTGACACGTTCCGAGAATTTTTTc |                              |
| shLnc C/EBPβ-2                 | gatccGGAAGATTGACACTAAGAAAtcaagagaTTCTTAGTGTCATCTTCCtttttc        |                              |
| siRNAs used in this study      |                                                                  |                              |
| IL4i1                          | GCCGCGGTGAGAATCAATA                                              |                              |
| IL4i1-2                        | CCTCCAGCTTGAACCCTAT                                              |                              |
| WDR5                           | GCAAGCCACACCAGTTAA                                               |                              |

|        |                      |
|--------|----------------------|
| WDR5-2 | GCCACAAGAAATGAGAAGTA |
|--------|----------------------|

How the deposited data were processed for this re-analysis (not part of the article)

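The data are 4 Affymetrix mouse arrays of MDSCs grown for 4 days from bone marrow cells of C57BL/6 mice with GM-CSF (40 ng/ml) and IL-6 (40 ng/ml) after lentiviral infection at an MOI of 50. There was 1 array each for kdNC, kdLNC, oeNC and oeLNC. The groups were taken from the submitters' labels, which name the RNA lncMDSC, and the legend of Supplementary Figure 3A.

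The authors deposited intensity values for 45101 probe sets, normalized and summarised on a linear scale, and their processing notes name RMA without version or settings. Array medians were 4.17 to 4.24 on the log2 scale and the highest intensity was 12309. No background estimate was used here, so signal over background is not known, and the number of arrays limits the precision of every value.

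The differences kdLNC minus kdNC, oeLNC minus oeNC and oeNC minus kdNC were computed from the log2 of the deposited intensities with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and plotted with matplotlib 3.10.9. The platform annotation names 1 gene symbol for 34958 probe sets, several for 932 and none for 9211, and only the first kind was used. It covers 18194 genes, of which 9012 have several probe sets, and a gene's value is that of its brightest probe set. Of 425 genes in the lists, 392 had a probe set of their own and 33 did not, Ly6g among the latter, and these are not analysed here.

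Genes above the 50th percentile of an array on at least 1 array of the pair entered counts, with a fold threshold of 2. The 29 gene lists, the comparisons, the alternatives and the rule for the genes named were set before the data were examined. The rule takes every gene the paper names for Figure 4A, Supplementary Figure 3A and elsewhere, the 10 largest differences in each direction and pair among genes above the filter whose other probe sets above it differ in the same direction, up to 4 members of each list with the largest differences, and up to 20 genes at least 2-fold different in both pairs. List medians were placed among those of 10000 random lists, drawn from the 200 genes nearest in level to each member (seed 1), which describes these arrays and is not a p-value. The spread of a single gene was described by the SD of the control difference over the 500 genes nearest in level.

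With 1 array per group, neither the methods' limma test nor a paired or leave-one-out analysis was possible. The alternatives were median centring, a further quantile normalization, loess within each pair, the mean of all probe sets of a gene, exclusion of probe sets that can match several transcripts or genes, no filter, a filter at the 70th percentile, the mean of both control arrays as the control, and fold thresholds of 1.5 and 3. An alternative that moved a list median by less than the SD of the medians of random lists in the control difference was counted as leaving it the same. That yardstick for lists was chosen after the values were seen, in place of the SD of random lists in the same pair, under which more medians counted as moved. A change of 0.1 in the correlation across genes was taken as the limit by choice.

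The Figure 4A sentences received no data. The paper gives another record for that panel, and a check set beforehand did not find its pattern in these arrays, with 2 of 15 genes over a log2 difference of 0.58, where 12 were needed.

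The calculation was tested on simulated arrays for the knockdown pair, with 200 changed genes among 11592. At least 95.9% of the genes of each size and direction of change were called at 2-fold, and 0.0088% of unchanged genes were. These rates depend on the simulated noise and sizes of change, and are not error rates of the counts here. Between the real control arrays, 824 of 11723 genes differed by at least 2-fold. A list of 20 genes raised by 0.5 lay at the 100th percentile, and 7.0% of unchanged lists lay outside the middle 95 percent.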

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

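Of the tests below, those of a lower neutrophil share and of a difference between single cultures were chosen after the result was seen, and so was the rule that picked the 8 list medians. The rule took lists of genes outside those the paper discusses (except S100a8, S100a9, Aldoc, Mgarp, Cth and Ddit3 among their members) whose median lay outside the middle 95 percent of random lists as deposited and after each of 3 normalizations, and farther from 0 than in the control difference.

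Mature neutrophil genes had a median log2 difference of -0.69 in kdLNC against kdNC and 0.10 between the control arrays. Normalization between the arrays is argued against, since the median was -0.67 or lower after median centring, quantile normalization and loess. By flow cytometry, the paper reports fewer Gr1high CD11b+ cells and more Mo-MDSCs in knockdown cultures (Figure 2B, Figure 2C). It also reports fewer PMN-MDSCs from knockdown cells in mice (Figure 3B, Figure 3E). Cell shares in the cultures put on these arrays were not measured here. Against a lower share of neutrophils with no other change of cell types stand the eosinophil genes, which were lower too (median -1.07). Monocyte genes had a median of 0.09. A lower share stays open, since the control arrays differed by more in the eosinophil genes (-1.71). The eosinophil median was -0.27 against the mean of both controls. Of the 22 mature neutrophil genes, 12 were at least 1.5-fold lower, 9 lay between and 1 was higher. They ran from -2.70 for Ltf to 1.48 for Stfa3, with Lcn2 at 0.12 and Mmp8 at 0.11. Whether a lower share allows such a range was not tested. A difference between single cultures unrelated to the knockdown cannot be told apart from an effect of it, since the only pair of control arrays differed by 0.10 and 1 pair cannot show how much cultures vary. A lower expression of these genes per cell after knockdown stays open and untested, and the median on overexpression (-0.061) was not higher.

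The other lists are given as values, each followed by its control difference. Primary granule genes had a median of -0.43 in kdLNC (0.027). Glycolysis and hypoxia genes had a median of -0.46 in kdLNC (0.28). GM-CSF and STAT5 targets had a median of -0.30 in kdLNC (0.021). Amino acid and ER stress genes had a median of 0.12 in kdLNC (0.036). Megakaryocyte and platelet genes had a median of -0.36 in kdLNC (0.032), over 6 measured genes. Stromal genes had a median of -0.24 in kdLNC (-0.11), over 9 measured genes. Proliferation genes had a median of -0.46 in oeLNC (-0.39).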

How the results depend on the processing

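The alternative with the probe set of each gene that has the highest signed difference on knockdown (kdLNC minus kdNC), and the yardstick for moved list medians, were chosen after the data were seen. No paired analysis was possible because each group has 1 array, and leaving out an array was not possible either. A sign change is called reversed only for a gene at least 2-fold different, or a list outside the middle 95 percent of random lists, as deposited. Of the list medians under all alternatives, 633 were the same, 54 moved and 2 were reversed, and 37 in all changed sign, 17 of them with the mean of both controls. Of the differences of named genes, 3281 were the same, 188 moved and 8 were reversed, and 223 in all changed sign, 126 of them with the mean of both controls. The correlation of both pairs stayed between -0.14 and -0.24, and the difference of Il4i1 between -0.47 and -0.59 on knockdown and between 0.12 and 0.25 on overexpression. With the mean of both controls the pairs share arrays. Simulated unchanged arrays with no difference between the pairs then give a correlation of 0.34 where -0.24 was observed. The control arrays did differ (SD over genes 0.54), and part of that difference enters the pairs with opposite sign. The simulated value therefore cannot be used to judge the observed one. The stricter filter left no value for some dim genes, Il4i1 among them, and the exclusion of shared probe sets left none for Stat5b. Signal over background is not known, which limits dim genes most. The cause was not tested for the changes below, apart from those that follow by construction. Fold thresholds and filters change the counts by construction. The mean of both controls takes a fixed part of oeNC minus kdNC from each knockdown difference and adds it to each overexpression difference. Its changes therefore restate the difference between the control arrays and are not separate evidence.

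Genes at least 2-fold higher in oeLNC numbered 20 after median centring, 62 without a filter and 20 with the stricter filter. Of the 8 genes of Supplementary Figure 3A, 1 was higher in kdLNC and lower in oeLNC after quantile normalization, 2 with the mean of both controls, and 7 with the probe set chosen after the data were seen. With the mean of all probe sets, 32 genes were higher and 25 lower in kdLNC, 22 higher and 52 lower in oeLNC, and 534 differed between controls. At 1.5-fold these counts were 272, 226, 467, 639 and 2510, and at 3-fold 10, 6, 2, 5 and 180. With the mean of both controls, 96 were higher and 94 lower in kdLNC, and 6 higher and 31 lower in oeLNC.

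With the mean of all probe sets, list medians on knockdown were -0.58 for mature neutrophils, -0.25 for the IL-4 response, -0.16 for cholesterol synthesis and -0.34 for glycolysis and hypoxia. On overexpression they were -0.31 for Figure 4A genes, -0.20 for macrophages, -0.30 for inflammatory cytokines, -0.11 for B cells and 0.32 for T and NK cells. Without shared probe sets they were -0.81 for mature neutrophils on knockdown, and 0.35 for glycolysis and hypoxia and -0.067 for B cells on overexpression, and the differences of Abtb2 on knockdown (-0.27) and Cpe on overexpression (-0.24) were reversed. With the stricter filter they were -0.49 for stromal cells on knockdown, and -0.37 for monocytes and 0.42 for T and NK cells on overexpression.

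With the mean of both controls, medians on knockdown were -0.16 for Supplementary Figure 3A genes, -0.82 for mature neutrophils, -0.17 for interferon, 0.11 for proliferation, 0.16 for cholesterol synthesis (reversed), -0.61 for glycolysis and hypoxia, 0.47 for B cells, 0.039 for T and NK cells, 0.32 for mast cells and basophils, -0.27 for eosinophils and -0.13 for megakaryocytes. On overexpression they were 0.071 for other genes the paper names, -0.047 for monocytes, 0.12 for suppressive effectors, 0.023 for interferon, -0.048 for inflammatory cytokines, -0.64 for proliferation, -0.74 for cholesterol synthesis, -0.61 for B cells, -0.059 for T and NK cells, -0.29 for mast cells and basophils (reversed) and -0.58 for eosinophils. Of genes at least 2-fold different, reversed were Abtb2 (-0.030), Ifit1bl1 (0.054) and Ptgs2 (-0.070) on knockdown, and Gm4951 (-0.067), Hspa1a (0.52) and Hspa1b (0.80) on overexpression. Sign changes of smaller differences, not called reversed, include F13a1 (-0.019) and Stat3 (-0.37) on knockdown and Stat3 (0.19), Stat5b (0.11), Ptgs2 (0.24) and Slc7a2 (0.10) on overexpression.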

Differences from the paper's values

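The alternative with the probe set of each gene that has the highest signed difference on knockdown (kdLNC minus kdNC), which is the direction the paper's panel shows, was chosen after the data were seen. A value is given here when its sign differs from the paper's or its gap exceeds the spread of the control difference on this scale. The paper's values were read by eye from colour keys. They are log2 levels centred within a pair, and the values here are given on that scale, as the level of kdLNC or oeLNC minus the mean of the arrays of its pair.

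For E2f3 in kdLNC the paper's value is about 0.20 in Supplementary Figure 3A, read by eye, and the value here was -0.071, of the other sign, with a gap smaller than the spread (0.279). Of the alternatives set before the data were examined, the mean of all probe sets (0.072) had the paper's sign, and median centring, quantile normalization, loess, exclusion of shared probe sets, both other filters and the mean of both controls did not. The gap was larger than the spread with the mean of both controls (-0.22). For E2f3 in oeLNC the paper's value is about -0.15 in Supplementary Figure 3A, read by eye, and the value here was 0.043, again of the other sign and within the spread. The mean of all probe sets (-0.055) had the paper's sign, and the other alternatives set beforehand did not, with the mean of both controls (0.19) outside the spread too. The probe set with the highest signed difference on knockdown, chosen after seeing the values, gave 0.22 and -0.15 and drops none of the 6 genes of the panel that were higher in kdLNC and lower in oeLNC, which its choice fixes on the knockdown side, so this is no evidence for the panel's direction.

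The panel names STAT5 without telling Stat5a from Stat5b. For Stat5b in kdLNC the paper's value is about 0.04 in Supplementary Figure 3A, read by eye, and the value here was -0.051, while Stat5a had 0.030. The sign differs, but the gap is within the spread. Every alternative that was run left Stat5b negative, from -0.039 after loess to -0.43 with the mean of both controls. For Stat5a in oeLNC the paper's value is about -0.33 in Supplementary Figure 3A, read by eye, and the value here was -0.040, while Stat5b had -0.32. Median centring (-0.075), the mean of all probe sets (-0.056) and the probe set chosen after seeing the values (-0.072) came within the spread of the paper's value, and quantile normalization, loess, both other filters and the mean of both controls did not.

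For Il4i1 in kdLNC the paper's value is about 0.70 in Figure 4A, read by eye, and the value here was -0.30. No alternative came within the spread of the paper's value. The paper gives another record for Figure 4A, and the probe set of Il4i1 was below the filter here, at an intensity of 8.85 in kdNC and 5.87 in kdLNC.

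The paper shows the 15 genes of Figure 4A other than Cebpb as higher after knockdown. Here 5 were higher and 10 lower in kdLNC, and 2 had a probe set over a log2 difference of 0.58, Cth (2.61) and Scd1 (0.97). The paper describes the genes of Supplementary Figure 3A as differentially expressed, without a threshold for that panel. At the fold threshold of its methods, 0 of 8 differed in either pair, and the adjusted p of its methods was not computed here.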

Other observations

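Of the tests below, those of B cells and of the shared oeNC array were chosen after the result was seen.

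Of 19 measured genes of the type I interferon response, 5 were at least 1.5-fold lower in kdLNC and none was higher (median -0.39), among them the antiviral genes Mx1 (-0.76), Bst2 (-0.72) and Oasl1 (-0.68), which had differences of -0.13, -0.24 and -0.065 on overexpression. In oeLNC 2 were at least 1.5-fold higher and none was lower (median 0.23), Ifit2 by 1.14 and Ifit3 by 0.59. The control arrays differed by as much (median -0.45), and against the mean of both the medians were -0.17 in kdLNC and 0.023 in oeLNC. Of 19 measured inflammatory cytokine genes, 5 were at least 1.5-fold higher in kdLNC and none was lower (median 0.17), among them the neutrophil chemokine genes Cxcl3 (1.43) and Cxcl1 (1.28), with differences of -0.84 and -0.87 in oeLNC. Cxcl3 and Cxcl1 were higher in oeNC than in kdNC by 1.56 and 1.37, and against the mean of both controls their differences were 0.65 and 0.60 on knockdown and -0.063 and -0.18 on overexpression. The median of this list was -0.20 on overexpression and 0.49 between the control arrays. Of 19 measured genes of glycolysis and hypoxia, 5 were at least 1.5-fold lower in kdLNC, among them Egln3 (-1.62), Aldoc, a glycolytic aldolase (-0.98), and Ankrd37 (-0.84), and in oeLNC the median was 0.16. Of 24 measured proliferation genes, 4 were at least 1.5-fold lower in oeLNC, among them Birc5 (-0.73) and Mcm5 (-0.65).

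Between the control arrays, 15 of 17 genes of cholesterol synthesis were at least 1.5-fold lower in oeNC than in kdNC (median -1.07). Among them, Hsd17b7 had a difference of -2.05 at its brightest probe set, and of -0.60, -0.39 and -0.19 at its others. Fdps was lower in kdLNC than in kdNC (-1.08). Of 11 measured B cell genes, 8 were at least 1.5-fold lower in oeNC (median -1.11), such as Igll1 (-1.85), and the level of Ighm went from an intensity of 4217 in kdNC to 2822 in oeNC. Wdr5 had a log2 difference of -0.22 on knockdown and 0.037 on overexpression (-0.32 at its second probe set), and none of the 16 genes of the WDR5 complexes differed by 1.5-fold on knockdown (median -0.053).

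The control arrays differed by at least 2-fold in 824 genes, more than either manipulation. Normalization between the arrays is argued against, since the count was 791 or higher after median centring, quantile normalization and loess, where the larger count of a manipulation was 132. A single control array standing apart is argued against, since oeLNC minus kdLNC, which uses neither control array, had a correlation of 0.57 across genes with oeNC minus kdNC. For the B cell genes, fewer B cells in both cultures of the overexpression pair may account for the difference, since their median was -0.92 in oeLNC minus kdLNC as well, and no gene of that list is in another list. The vector goes with the pairs, and whether the date of culture or the array batch does is not known. Vector, date of culture and array batch stay open and untested.

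Across genes, the overexpression differences ran against the control difference (r -0.57), which shares the oeNC array with them. Simulated unchanged arrays that share 1 array gave -0.52, but held no difference between the pairs. In the data the SD over genes was 0.54 between the control arrays and 0.35 in the overexpression pair. So the simulation cannot decide whether the shared array, with no effect of the overexpression, accounts for this. Noise of single probe sets on that array cannot be told apart from a change of the RNA, since the correlation over 5219 genes was -0.16 with different probe sets for the 2 differences and -0.62 with the same one, between the bounds set beforehand. No biological explanation was tested.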
